# Adaptation of codon usage to tRNA I34 modification controls translation kinetics and proteome landscape

**DOI:** 10.1371/journal.pgen.1008836

**Published:** 2020-06-01

**Authors:** Xueliang Lyu, Qian Yang, Lin Li, Yunkun Dang, Zhipeng Zhou, She Chen, Yi Liu

## Abstract

Codon usage bias is a universal feature of all genomes and plays an important role in regulating protein expression levels. Modification of adenosine to inosine at the tRNA anticodon wobble position (I34) by adenosine deaminases (ADATs) is observed in all eukaryotes and has been proposed to explain the correlation between codon usage and tRNA pool. However, how the tRNA pool is affected by I34 modification to influence codon usage-dependent gene expression is unclear. Using *Neurospora crassa* as a model system, by combining molecular, biochemical and bioinformatics analyses, we show that silencing of *adat2* expression severely impaired the I34 modification levels for the ADAT-related tRNAs, resulting in major ADAT-related tRNA profile changes and reprogramming of translation elongation kinetics on ADAT-related codons. *adat2* silencing also caused genome-wide codon usage-biased ribosome pausing on mRNAs and proteome landscape changes, leading to selective translational repression or induction of different mRNAs. The induced expression of CPC-1, the *Neurospora* ortholog of yeast GCN4p, mediates the transcriptional response after *adat2* silencing and amino acid starvation. Together, our results demonstrate that the tRNA I34 modification by ADAT plays a major role in driving codon usage-biased translation to shape proteome landscape.

## Author summary

Modification of transfer RNA (tRNA) can have profound impacts on gene expression by shaping cellular tRNA pool. How codon usage bias and tRNA profiles synergistically regulate gene expression is unclear. By combining molecular, biochemical and bioinformatics analyses, we showed that the correlation between genome codon usage and tRNA I34 (inosine 34) modification modulates translation elongation kinetics and proteome landscape. Inhibition of tRNA I34 modification causes codon usage-dependent ribosome pausing on mRNAs during translation and changes cellular protein contents in a codon usage biased manner. Together, our results demonstrate that the tRNA I34 modification plays a major role in driving codon usage-dependent translation to determine proteome landscape in a eukaryotic organism.

## Introduction

In eukaryotes, more than 50 different chemical modifications at different positions of tRNAs have been described (RNA modification database https://mods.rna.albany.edu/) [1]. These modifications are important for tRNA structure, function, and stability, and some modifications have been shown to impact codon-biased protein expression [2–6]. tRNA modifications in the anticodon loop can have major impacts on tRNA decoding functions. In bacteria and eukaryotes, although not archaea, the wobble base adenosine at the position 34 of several tRNAs can be converted to inosine (A-to-I editing) by tRNA-adenosine deaminases, known as ADATs [7–10]. In most bacteria, tRNA^Arg^(ACG) is the only substrate of homodimeric TadA, although I34 can be also found in several tRNAs other than tRNA^Arg^(ACG) within a few species [11], whereas in most of eukaryotes, seven or eight families of tRNAs (ADAT-related tRNAs: tRNA^Arg^(ACG), tRNA^Ala^(AGC), tRNA^Ile^(AAU), tRNA^Leu^(AAG), tRNA^Pro^(AGG), tRNA^Ser^(AGA), tRNA^Thr^(AGU) and tRNA^Val^(AAC)) are edited by heterodimeric ADATs composed of ADAT2/Tad2 and ADAT3/Tad3 [7,12,13].

Due to the degeneracy of the genetic code, most amino acids are encoded by two to six synonymous codons. Codon usage bias, the preference for certain synonymous codons for almost all amino acids, is a universal feature of all genomes [14–17]. Codon usage bias plays an important role in determining gene expression levels at both translational and transcriptional levels in eukaryotes [18–23]. A positive correlation between codon usage bias and transfer RNA (tRNA) expression is thought to allow genes with more optimal codons to be more efficiently translated than those enriched with rare codons [17,24–30]. Preferred codons enhance translation elongation rate, whereas rare codons causes translation pausing and premature translation termination [31–34]. As a result, codon usage regulates mRNA translation efficiency.

Although many fungal, insect and mammalian organisms exhibit a bias for C at the wobble positions, tRNAs with GNN anticodons are absent from their genomes. Unmodified A34 base pairs with uridine (U) but I34 is able to form wobble pairs with C, U, and A [7–10]. Thus, the INN anticodons allow tRNAs to recognize more codons. A34-to-I editing by ADATs has been proposed to explain the correlation between codon usage and tRNA abundance in both bacteria and eukaryotes [35]. However, because ADAT is an essential enzyme in eukaryotes [7,36], experimental determination of its biological function is difficult. In addition, the extent of A34-to-I editing in eukaryotic tRNAs and how it influences translation and proteome composition in a codon usage-dependent manner *in vivo* are unclear.

The filamentous fungus *Neurospora crassa* exhibits a strong codon usage bias for C/G at the wobble positions and has been used as a model system to understand the functions of codon usage biases [37,38]. Our previous research showed that the presence of common codons speeds up the local rate of translation elongation, whereas rare codons slow down translation elongation rate, and result in ribosome stalling and premature termination in *Neurospora* [31,34]. Thus, codon usage plays an important role in regulating mRNA translation efficiency. In addition, we also showed that codon usage regulates gene transcription efficiency [22,39]. These results led us to propose that codon usage represents an additional layer of the genetic code that determines both protein structure and gene expression level. Of the ADAT-related codon families, NNC codons are the most preferred in *Neurospora* [37,38]. However, like most of the eukaryotic organisms, the corresponding tRNAs with GNN anticodons are absent in the *Neurospora* genome, and the tRNAs with ANN anticodons are the most abundant. These results suggest that the translation of NNC codons depends on the A34-to-I editing at the anticodons of ANN tRNAs by the ADATs.

Previous studies showed that both codon usage and tRNA pool plays an important role in modulating gene expression at the translational level [25,30,40–45]. In addition to the regulation of tRNA at transcriptional level, many tRNA modifications are dynamically regulated [5,46], which can affect tRNA abundance or their decoding ability. A recent study showed that human tRNA I34 modification efficiency is regulated at different developmental stages [47]. These findings suggest that both tRNA modification and codon usage play important roles in regulating gene expression. However, the mechanism of how codon usage and tRNA modification synergistically influence the translation kinetics and proteome are unclear. To explore the underlying mechanism, we created a *Neurospora* strain in which the expression of the *adat2* gene can be inducibly silenced. We found that the silencing of *adat2* expression abolished most tRNA I34 modification and resulted in major ADAT-related tRNA profile changes and reprogramming of translation elongation kinetics on ADAT-related codons. We demonstrated that the changes in the ADAT-related tRNA profile caused codon usage-biased translation kinetics and proteome landscape changes. Together, our results demonstrate that A34-to-I editing of tRNAs play a major role in driving codon usage-biased gene expression and the adaption of codon usage and tRNA pool determines the translation kinetics to shape the proteome in a eukaryotic organism.

## Results

### Co-evolution among tRNA-dependent adenosine deaminases, tRNA composition and codon usage frequency

ADATs are found in bacterial genomes and are ubiquitous in eukaryotic organisms. To analyze the relationship between the ADAT-related tRNA composition and genome-wide codon usage frequency, we determined the relative tRNA abundances in the eight ADAT-related tRNA families and their corresponding relative codon usage frequencies in 959 archaeal, bacterial, and eukaryotic organisms (Fig 1A). In archaeal genomes, there are no tRNAs with ANN anticodons, and the tRNAs with GNN anticodons are dominant; thus, decoding of NNU codons depends on tRNAs that can form G:U wobble at the third position of codon-anticodon interaction. In most of bacteria, the TadA modifies the anticodon of tRNA^Arg^ from ACG to ICG but cannot modify other tRNAs. As a result, tRNA^Arg^(ACG) is the dominant tRNA^Arg^ species and almost all tRNA^Arg^(GCG) species are missing from bacterial genomes. In contrast, seven other tRNA(GNN) species are present in bacterial genomes. In the vast majority of eukaryotes, the heterodimeric ADATs can modify seven to eight different tRNA species with ANN anticodons (tRNA^Arg^(ACG), tRNA^Ala^(AGC), tRNA^Ile^(AAU), tRNA^Leu^(AAG), tRNA^Pro^(AGG), tRNA^Ser^(AGA), tRNA^Thr^(AGU) and tRNA^Val^(AAC)). As expected, these tRNA(ANNs) are the dominant tRNA species in the eight tRNA families in eukaryotic organisms. As with the tRNA^Arg^(GCG) in bacteria, almost all the tRNA(GNN) species within these families became extinct in eukaryotes during evolution (Fig 1A). These results, which are consistent with previous studies [35], suggest that the tRNA composition might be shaped by ADAT-associated tRNA modification, and that the tRNAs with INN anticodons are strongly selected over tRNAs with GNN anticodons in Bacteria and Eukarya. On the other hand, despite the disappearance of tRNAs with GNN anticodons, NNC codons are the preferred codons in the majority of eukaryotic organisms examined (Fig 1A), suggesting that the I:C base pairing at the third position of codon-anticodon interaction allows tRNA(INN) species to efficiently decode NNC codons.

**Fig 1:**
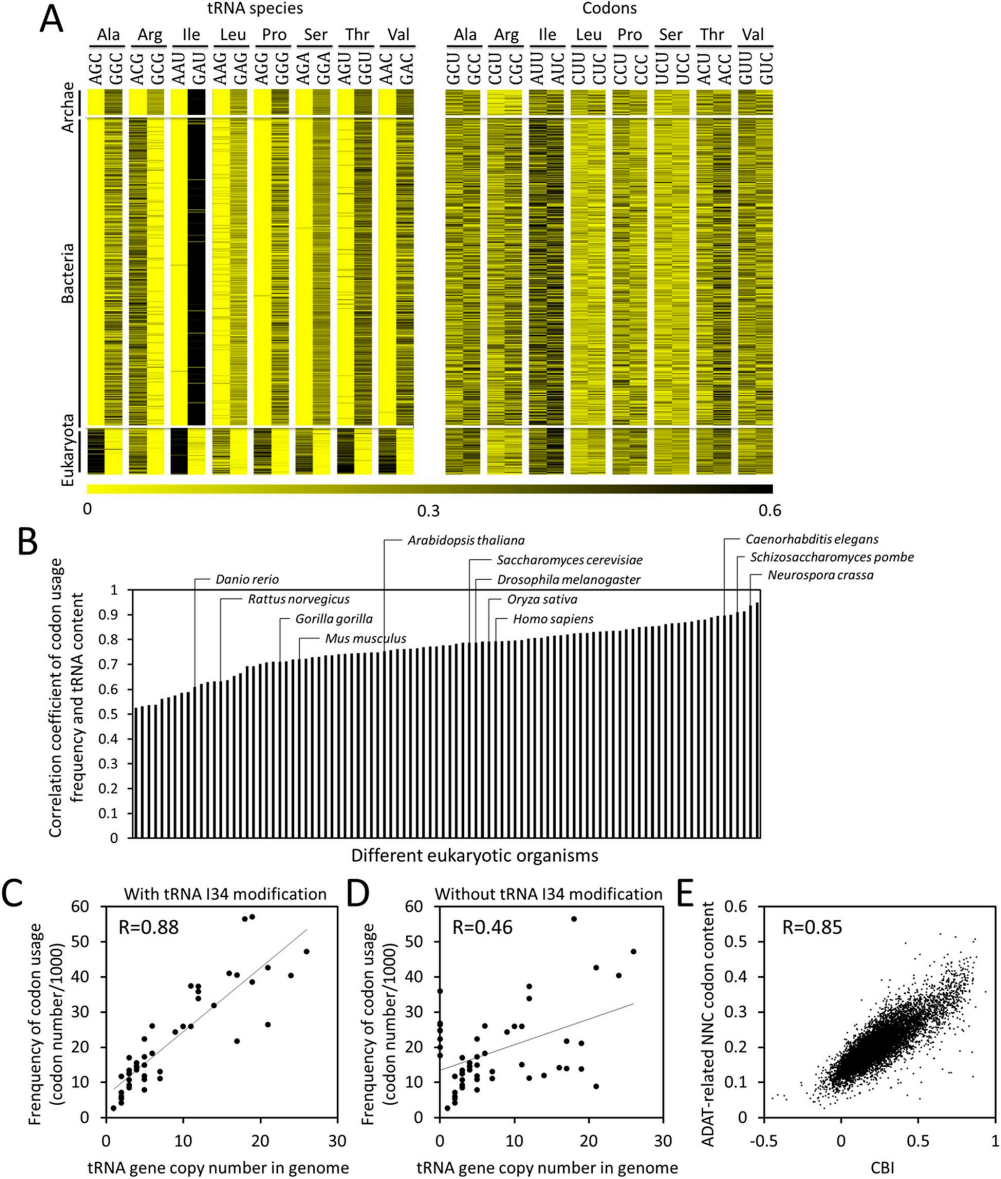
Relationship among tRNA-dependent adenosine deaminases, tRNA composition and codon usage frequency. **(A)** The relative abundance of ADAT-related tRNA species in each tRNA family (left) and the corresponding relative codon usage frequency in each codon family (right) of 959 species from archaea, bacteria, and eukaryotes, respectively. The tRNA type is designated by its anticodon and encoded amino acid. The color code depicts the relative tRNA abundance (based on tRNA gene copy number in genomes) or the relative codon usage frequency in each family. **(B)** Histogram showing the Pearson’s correlation coefficient between tRNA content and genome-wide codon usage frequency in 96 eukaryotic organisms when I:C, I:U and G:U wobble events are taken into account. Major model organisms are indicated. tRNA content was calculated as the gene copy number of a specific tRNA gene divided by total tRNA gene number in each genome. **(C)** Scatter plot showing the correlation between tRNA gene copy number and codon usage frequency in *N*. *crassa* genome when I:C, I:U and G:U wobble events are taken into consideration. **(D)** Scatter plot showing the correlation between tRNA gene copy number and codon usage frequency in the *N*. *crassa* genome when tRNA I34 modification (I:C, I:U wobble events) was not considered. **(E)** Scatter plot showing the strong correlation between gene codon optimality measured by CBI values and ADAT-related NNC codon contents in *N*. *crassa*. R values in C, D and E represent respective Pearson’s correlation coefficient.

When tRNA I34 modification is considered, strong positive correlations between the tRNA contents and genome-wide codon usage frequencies were seen in 96 eukaryotic organisms (Fig 1B), indicating that although the codon usage bias is different in various organisms, the tRNA pool and codon usage frequency strongly correlate in their genomes. In *Neurospora*, the Pearson’s correlation coefficient between the tRNA gene copy number and codon usage frequency is 0.88 (Fig 1C). However, when tRNA I34 modification is not considered in the analysis, the Pearson’s correlation coefficient dropped to 0.46 (Fig 1D). Consistent with the previous study [35], these results indicate that tRNA I34 modification plays an important role in determining the strong positive correlations between tRNA pools and codon usage frequencies.

To determine the role of ADAT-related NNC codons in determining the overall codon optimality of a gene, we examined the correlation between the ADAT-related NNC codon contents and gene codon bias index (CBI). CBI of 1 indicates that a gene has extreme codon bias, and a CBI value of 0 indicates completely random codon usage [19,48]. As shown in Fig 1E, there is a high correlation between the ADAT-related NNC codon content and CBI, suggesting that the ADAT-related NNC codon contents play a major role in determining gene codon optimality in *Neurospora*.

### ADAT2 is required for tRNA adenosine deamination in *Neurospora*

*adat2* (NCU01888) is predicted to encode the catalytic subunit of heterodimeric ADAT in *Neurospora*. A homokaryotic *adat2* deletion strain could not be obtained in *Neurospora*, consistent with ADAT as an essential enzyme in eukaryotes. To experimentally confirm the function of ADAT in tRNA A34 deamination and its role in shaping tRNA profile, we created a *Neurospora* strain (Si*adat2*), in which the expression of *adat2* can be inducibly silenced by expressing an *adat2*-specific inverted repeat which results in the formation of a long 0.8 kb double-stranded RNA (dsRNA) [49]. The *adat2* dsRNA construct is under the control of a quinic acid (QA) inducible promoter. The production of a long dsRNA in cells generates numerous distinct but gene-specific siRNA species and each species presents at a very low concentration. Although each species of dsRNA-derived siRNA contributes to silencing, each species alone is not sufficient to cause silencing due to its low concentration. As a result, dsRNA results in efficient gene silencing with minimal off-target effect. The Si*adat2* strain exhibited normal growth in the absence of the QA inducer. In the presence of QA, however, cell growth was dramatically impaired after one day of silencing, consistent with the essential role of *adat2* in *Neurospora* survival (Fig 2A). As expected, the silencing of *adat2* led to a dramatic *adat2* mRNA level decrease (Fig 2B).

**Fig 2:**
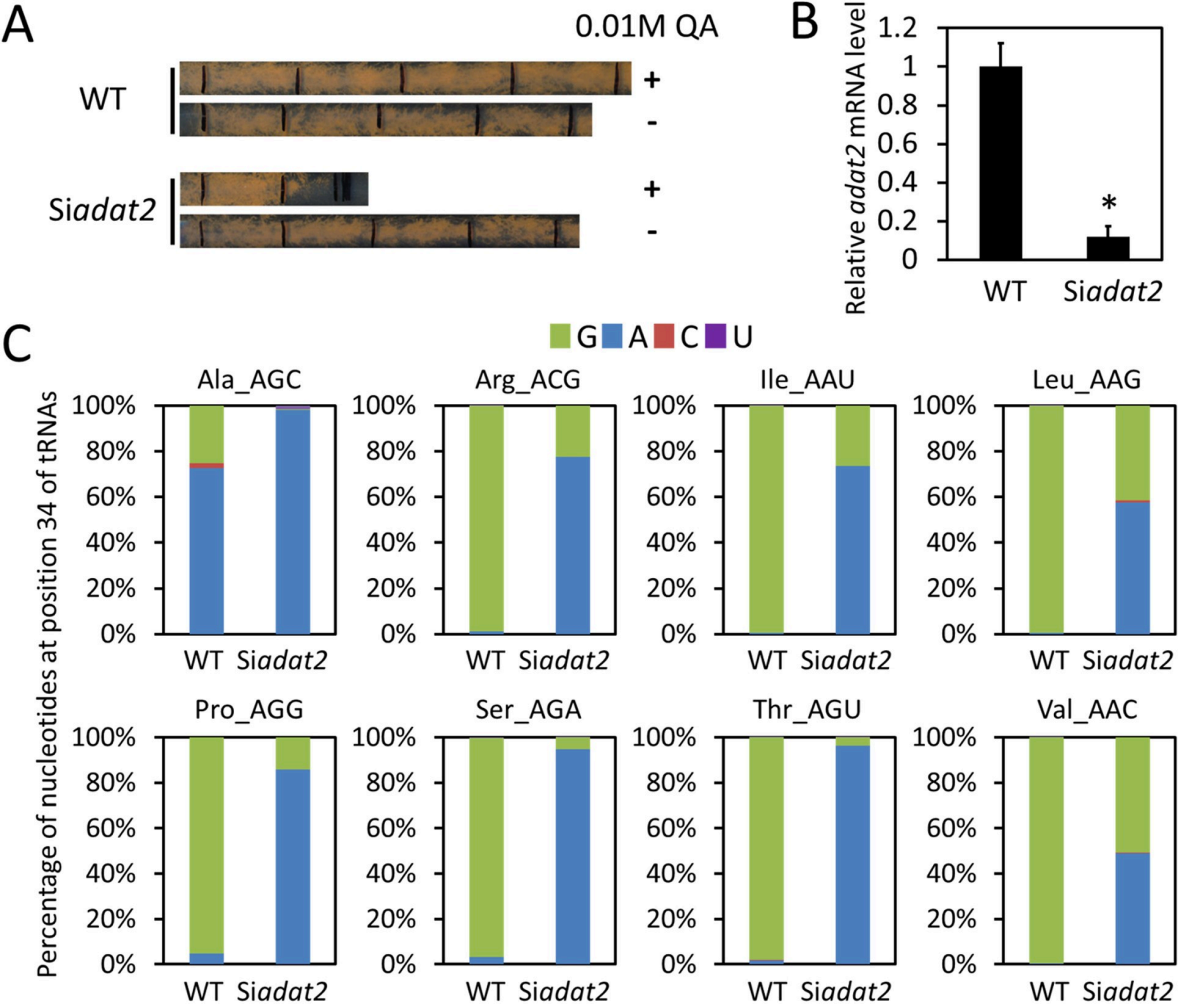
ADAT2 is required for the I34 modification of eight ADAT-related tRNA species. **(A)** Race tube assay comparing the growth phenotypes of the WT and Si*adat2* strains with/without QA. Each black line on the race tube marks the growth front every 24 hrs. **(B)** The relative *adat2* mRNA levels detected by quantitative reverse transcription (qRT)-PCR in the WT and Si*adat2* strains. The expression levels of *adat2* were normalized to that of *β-tubulin*. The *adat2* expression level in the WT strain was set as 1.0. Data are means ± SD. *, P < 0.05, as determined by Student's two-tailed t-test. **(C)** Bar charts showing the proportions of G, A, C, and U contents detected by tRNA sequencing at the position 34 of each tRNA in the WT and Si*adat2* strains. Inosine is read as G by sequencing. The tRNA species with anticodons are indicated at the top of each bar chart.

To examine the impact of *adat2* silencing on tRNA A34 deamination, we extracted tRNAs from the WT and Si*adat2* strains grown in the presence of QA and performed high-throughput tRNA sequencing. If A34 in tRNAs is deaminated to become I34, the “I” will be read as “G” by cDNA sequencing. To avoid potential issues of tRNA sequencing, we only focused on determining the percentage of tRNAs with/without the A34-to-I editing for the eight ADAT-related tRNAs. In the WT strain, all but one of the ADAT-related tRNA species were very highly modified at the position 34 (Fig 2C). The proportions of G (indicating A-to-I editing) at the A34 position for seven ADAT-related tRNAs were near 100% (Fig 2C). The low tRNA^Ala^(AGC), A34 to I modification may be due to low sequencing coverage of this specific tRNA species in this experiment as A34 to I modification for tRNA^Ala^(AGC) was near 100% in additional tRNA sequencing of the wild-type (WT) strain under different conditions (S1A Fig). In the Si*adat2* strain, however, the A34 deamination efficiencies were all dramatically decreased. A34 deamination was almost completely abolished in three tRNAs (tRNA^Ala^(AGC), tRNA^Ser^(AGA), and tRNA^Thr^(AGU) and was reduced to 15–50% for the other five tRNAs (Fig 2C). The small percentages of reads containing C34 for some of tRNAs were likely caused by sequencing errors. These results indicate that ADAT2 is required for tRNA adenosine deamination at A34. Thus *adat2* silencing resulted in major changes in the ADAT-related tRNA profile in *Neurospora*: the relative amounts of tRNAs with INN anticodons were dramatically decreased, while tRNAs with ANN anticodons became more abundant than the tRNAs with INN anticodons in these tRNA families.

To rule out the possibility that the decreased A34 deamination was caused by the indirect effect of amino acid starvation condition, we performed tRNA-seq in the WT, *siadat2* strains and the WT strain treated with 3-aminotriazole (3-AT), which results in amino acid starvation in *Neurospora* [50,51]. As shown in S1B Fig, in contrast to *adat2* silencing, the 3-AT treatment had little effect on the I34 modification levels of most of the ADAT-related tRNAs, and only had a minor effect on tRNA^Ala^(AGC) and tRNA^Val^(AAC), indicating that the decrease of tRNA I34 modification in Si*adat2* is due to *adat2* silencing rather than amino acid starvation.

### *adat2* silencing reprograms codon usage-dependent translation elongation kinetics

The eight ADAT-related NNC codons are the most preferred codons in *Neurospora* and are also the codons with the fastest translation elongation rates within each codon family [31]. To determine how the changes in the ADAT-related tRNA profiles caused by *adat2* silencing would affect mRNA translation elongation kinetics, we used a *Neurospora* cell-free translation system that was previously shown to accurately reflect protein translation kinetics *in vivo* and can determine the effect of codon usage on mRNA translation elongation rate [31,52–56]. Using the same amounts of different versions of firefly *luciferase* (*Luc*) mRNAs with different codon usage profiles as substrates, the *in vitro* translation assays were previously used to compare *Luc* mRNA translation elongation rates by determining the time of first appearance (TFA) of luminescence signal [31]. In this assay, the luminescence signal can be immediately detected when the first round of translation of *Luc* mRNA is finished, so the difference in TFAs reflects the difference in translation elongation rates of the different *Luc* mRNAs. We synthesized the WT-*Luc* mRNA, OPT-*Luc* mRNA (*Luc* ORF codons were optimized to the most preferred codons according to the *N*. *crassa* codon usage table) and OPT(C→T)-*Luc* mRNA (the NNC codons in the eight ADAT-related codon families in OPT-*Luc* mRNA were partially changed to the less preferred synonymous NNT codons) for *in vitro* translation in lysates made from either the WT strain or the Si*adat2* strain (Fig 3A). As expected, in the WT lysate, the TFAs of the OPT-*Luc* and OPT(C→T)-*Luc* mRNAs were both significantly faster than that of the WT-*Luc* mRNA (Fig 3B and 3C). In the Si*adat2* lysate, however, the OPT(C→T)-*Luc* mRNA had the fastest TFA, and the TFA of the OPT-*Luc* mRNA was significantly slower than that of the WT-*Luc* mRNA (Fig 3D and 3E). These results demonstrated that *adat2* silencing resulted in altered codon optimality in translation elongation: compared to the NNC codons, the NNU codons became better in the ADAT-related codon families in the Si*adat2* extracts. Such changes are consistent with the ADAT-related tRNA profile changes observed in the Si*adat2* strain, indicating that the optimal codon selection in translation elongation is determined by the relative abundances of corresponding tRNAs. It should also be noted that the TFAs of all three versions of the *Luc* mRNAs were longer in the Si*adat2* lysate than that in the WT lysate, indicating that *adat2* silencing impaired the translation elongation process.

**Fig 3:**
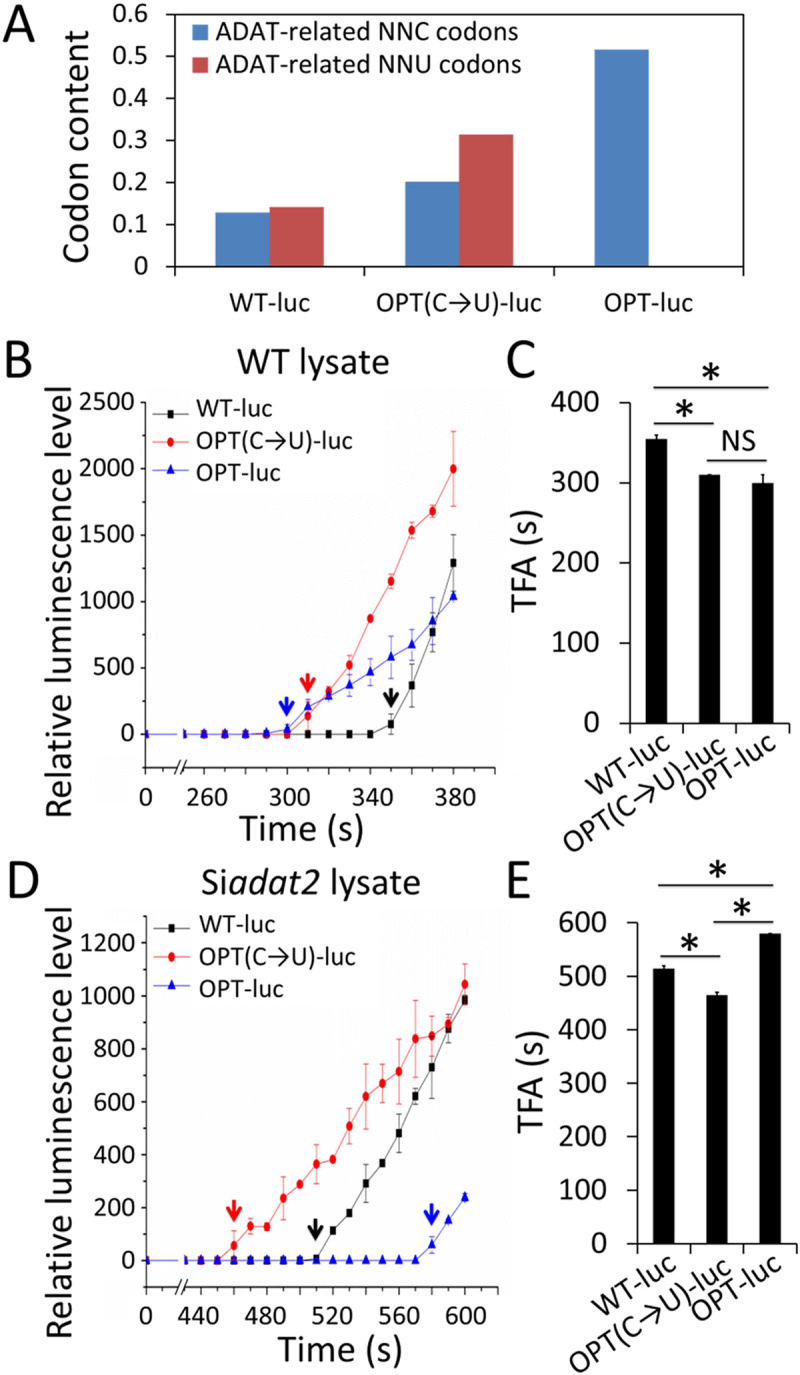
Translation assays *in vitro* demonstrate that *adat2* silencing alters codon optimality for translation elongation. **(A)** Comparison of ADAT-related codon contents (NNC/NNU codon number divided by total codon number) of WT, OPT(C→T), and OPT *Luc* mRNAs. **(B)** Real-time measurement of luciferase activity from WT, OPT(C→T), and OPT *Luc* mRNAs in WT lysate. Reactions were performed at room temperature. Recorded relative light units (RLUs) were plotted versus translation reaction time in 10-s intervals. TFAs of the luminescence signal are indicated by arrows. **(C)** Statistical analysis of TFAs of the signals from the three *Luc* mRNAs in the WT cell lysate. **(D)** Real-time measurement of luciferase activity from the three *Luc* mRNAs in Si*adat2* lysate in the experiments conducted as described in panel B. **(E)** Statistical analysis of TFAs of the signals from the three reporters in the Si*adat2* cell lysate. Data are means ± SD. *, P < 0.05. NS, not significant, as determined by Student's two-tailed t-test. Compared with WT *Luc*, there are 360 codons were optimized in the OPT *Luc*; Compared with OPT *Luc*, there are 173 ADAT-related NNC codons were changed in OPT(C→T) *Luc* (S11 Fig).

Ribosome profiling is a powerful approach for studying mRNA translation dynamics *in vivo* as it provides codon-level resolution of ribosome locations on mRNAs [57,58]. Using ribosome profiling experiments, we previously demonstrated that codon usage plays an important role in regulating translation elongation rate in *Neurospora*, because the codon occupancy levels inferred by the number of ribosome protected fragments (RPFs) on codons inversely correlated with translation elongation velocity [31,34]. To determine the impact of impaired tRNA A34 deamination on the relative decoding rates of individual codons in each family, we performed ribosome profiling experiments in the WT and Si*adat2* strains (S2A and S2B Fig). 

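Ribosome profiling sequences the mRNA fragments that ribosomes protect from nuclease digestion, and the codon in the ribosomal A site of each fragment is the codon being decoded. A WT and a Si*adat2* library were made in each of 2 independent experiments (replicates 1 and 2), and an mRNA-seq library was made beside each of them (the accompanying mRNA-seq). The targeted gene, *adat2* (NCU01888, chromosome I of assembly NC12 from 2138159 to 2142235), had 8 and 25 reads in the accompanying libraries labelled WT and 16 and 90 reads in those labelled Si*adat2*. As RPM (the share of all reads of the library, times 1e6) these are 8.32 and 10.6 in WT and 10.3 and 32.4 in Si*adat2*, where 3 reads correspond to 3.12, 1.27, 1.94 and 1.08 RPM. Its log2 fold change was 0.91 (standard error 0.46, adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 7362 genes), so the counts do not show a lower *adat2* level in the libraries labelled Si*adat2*. The libraries of this experiment are therefore named by their labels. Both strains were grown in medium with 0.1% glucose and 0.01 M QA, the inducer of the *adat2* dsRNA, for 3 days in plates and 1 day with shaking. The paper gives 0.17% arginine in this medium, and the labels of the libraries list no arginine. Cycloheximide (CHX), which holds ribosomes on the mRNA, was added to 50 μg/ml for 10 min before harvest.

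The authors mapped the footprints with Bowtie2 to the coding sequences and kept the unique matches. For each codon they divided its frequency in the A site by the total reads of the library and by the mRNA level of the gene from the accompanying mRNA-seq, and averaged over all positions of the codon. The deposited absolute codon occupancies of the 61 sense codons are these averages, so the mRNA libraries enter every value. The paper reports total reads of the footprint libraries, before rRNA and tRNA sequences were removed, of 89.58 M (WT) and 92.48 M (Si*adat2*) for the first experiment and of 76.50 M and 138.43 M for the second. The occupancy values carry no read numbers, so their counting error is unknown. For the accompanying mRNA-seq the authors deposited the number of reads in each coding sequence. These counts sum to 961703 (WT) and 1547105 (Si*adat2*) in replicate 1 and to 2361460 and 2777576 in replicate 2, over 7860, 8280, 8376 and 8882 genes with at least 1 read. As in Fig 4C, each library was divided by its own value at CGA, and the fold change Si*adat2*/WT was taken within each experiment. Rankings of codons within a family use the absolute occupancies as deposited. The relative codon occupancies of the paper were not analysed here. A division of a whole library by the value of one codon changes no ranking and no difference between codons on the log2 scale.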

As shown in S2C Fig, the RPFs mapped to mRNAs exhibited a strong triplet periodicity, indicating that our ribosome profiling experiments were very accurate in identifying the A sites in ribosomes. 

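Over the 61 sense codons, Pearson's r of the absolute codon occupancies between replicates 1 and 2 was 0.972 in the libraries labelled WT and 0.960 in those labelled Si*adat2*. Spearman's rho was 0.974 and 0.956. Without CGA, r was 0.968 and 0.959. These are correlations across codons, which are not independent replicates. The occupancies of replicate 2 were higher by a median factor of 1.04 in WT and 1.07 in Si*adat2*. In WT they ranged from 0.0294 (replicate 1) and 0.0285 (replicate 2) at TCC to 0.08 and 0.0851 at CGA. In Si*adat2* the lowest value was that of TCT, with 0.0283 and 0.0290, and the highest was 0.0755 at ATA in replicate 1 and 0.0792 at ATC in replicate 2. The log2 fold changes Si*adat2*/WT of the 60 codons other than CGA, taken within each experiment relative to CGA, had a Pearson's r of 0.942 (Spearman's rho 0.919) between the experiments, and 53 of the 60 were larger in replicate 2. Without the division by CGA, 38 of the 60 were.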

The results from two independent biological replicates were very consistent and showed very high correlations between them, the Pearson’s correlation coefficients of the relative and absolute codon occupancy values between the two independent biological replicates for both the WT strain and the Si*adat2* strain were all more than 0.96 (Fig 4A and 4C and S3A–S3F Fig). 

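In the families of Ala, Arg, Ile, Leu, Pro, Ser, Thr and Val, the NNC codons are GCC, CGC, ATC, CTC, CCC, TCC, ACC and GTC. In each of the 2 libraries labelled WT, the NNC codon had the lowest absolute A-site occupancy in 8 of the 8 families. The occupancy of ACC was 0.0325 ± 0.00027 (SD, n = 2) and that of its NNT partner ACT was 0.0414 ± 0.00181. CCC had 0.0352 ± 0.00076 against 0.0482 ± 0.00315 for CCT, and GCC had 0.0346 ± 0.00033 against 0.0407 ± 0.00257 for GCT. The families of Arg and Ser had the closest NNC and NNT values. CGC had 0.0388 and 0.0393 in replicates 1 and 2, and CGT had 0.0434 and 0.0413. TCC had 0.0294 and 0.0285, and TCT had 0.0316 and 0.0359. In these families, too, the NNC codon lay below the NNT codon in both replicates.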

As expected, the relative codon occupancies of the NNC codons within the A site were invariably the lowest within each of the eight ADAT-related codon families in the WT strain (Fig 4A), indicating that they are the optimal codons for translation elongation. In the Si*adat2* strain, however, the codons with lowest relative codon occupancy became the NNT codons within the Ala, Arg, Pro, and Val codon families, suggesting that the NNT but not NNC codons became optimal codons for translation elongation. 

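In the mean of the 2 libraries labelled Si*adat2*, the NNT codon had the lowest absolute occupancy in 5 of the 8 families (Ala, Arg, Pro, Ser and Val), and the NNC codon in the other 3 (Ile, Leu and Thr). In Ala, GCT had 0.0448 and 0.0500 in replicates 1 and 2 and GCC had 0.0456 and 0.0530. In Arg, CGT had 0.0490 and 0.0539 and CGC had 0.0547 and 0.0609, the widest gap of the 5 families. The order in Pro and Val depended on the replicate. CCT had 0.0502 and 0.0514 against 0.0498 and 0.0565 for CCC, and GTT had 0.0472 and 0.0485 against 0.0445 and 0.0514 for GTC. The NNT codon was therefore the lowest in 3 families (Ala, Arg and Ser) in replicate 1, in 5 in replicate 2, and in 3 in both. The means of GTT and GTC, 0.0479 ± 0.00093 and 0.0480 ± 0.00489 (SD, n = 2), cannot be told apart with this spread. In Ile, ATC was the lowest codon in replicate 1 (0.0638, against 0.0708 for ATT and 0.0755 for ATA), and ATA was the lowest in replicate 2 (0.0766, against 0.0787 for ATT and 0.0792 for ATC). The paper takes a low occupancy as a sign of fast decoding. From the move of the lowest value from NNC to NNT codons, it proposes that the optimal codons for elongation changed in these families.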

For the Ser codons, both TCT and TCG codons had lower relative codon occupancy values than the TCC codon.

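Among the 6 Ser codons in the libraries labelled Si*adat2*, TCT had the lowest absolute occupancy in both replicates, with 0.0287 ± 0.00050 (SD, n = 2). TCC had 0.0322 ± 0.00117, above TCT in each replicate (0.0314 against 0.0283, and 0.0331 against 0.0290). TCG had 0.0366 ± 0.00030 and lay above TCC in both replicates on this absolute scale, with 0.0368 and 0.0364. AGC had 0.0353 ± 0.00214. In the libraries labelled WT, TCG had 0.0411 ± 0.00233 and AGC had 0.0368 ± 0.00243, so that TCC was the lowest of the 6 codons there.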

**Fig 4:**
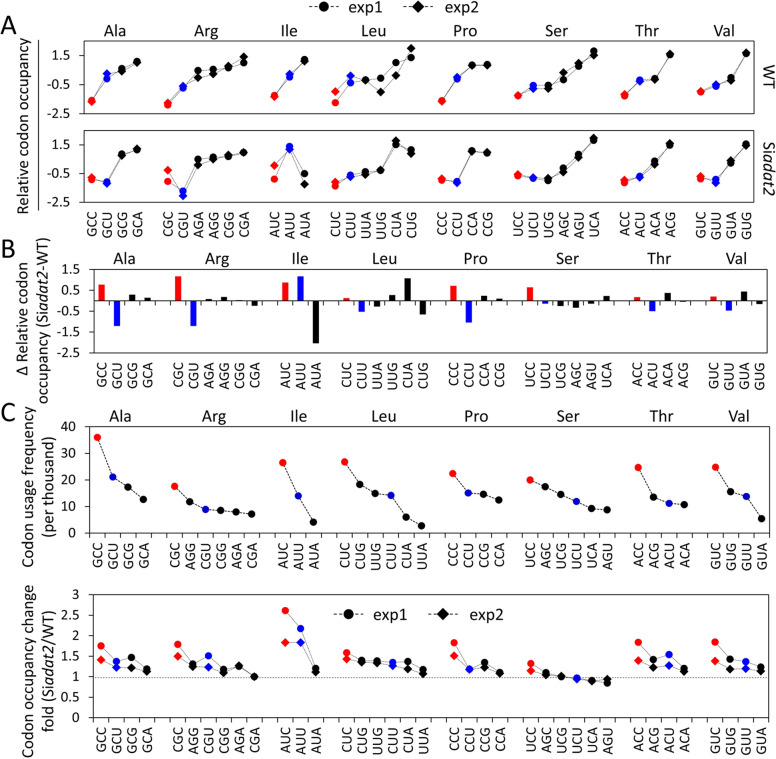
Ribosome profiling demonstrated that *adat2* silencing alters codon optimality in each codon family *in vivo*. **(A)** The relative codon occupancies in each ADAT-related codon family in the WT and Si*adat2* cells. Red and blue colors indicate ADAT-related NNC and NNT codons, respectively. The relative codon occupancy values in each codon family were normalized and centralized by z-score transformation. The results for two independent biological replicates are shown. **(B)** Changes of the relative codon occupancy (Δ relative codon occupancy) in each ADAT-related codon family in the Si*adat2* relative to the WT cells. The ADAT-related eight NNC and NNT codons are marked as red and blue bars, respectively. Data for other codons are in black. Data are averages of two independent biological replicates. **(C)** Genome-wide codon usage frequency (numbers per thousand codons, upper panel) in *N*. *crassa* and codon occupancy change folds (lower panel) in ADAT-related codon families between the Si*adat2* and WT cells. Data from two independent biological replicates are shown. The codon occupancy values are normalized to that of the most occupied codon (5’-CGA-3’, arginine).

We then used the difference of the relative codon occupancy (Δ relative codon occupancy (Si*adat2*-WT)) to reflect the relative codon occupancy changes in each codon family in the WT and Si*adat2* strains. 

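Within each ADAT-related family, the absolute occupancies of a library were put on a z-score scale, as Fig 4A does with the relative ones, and the difference Si*adat2* minus WT was taken in each experiment. The z-score of the NNC codon was higher in the library labelled Si*adat2* in 6 of the 8 families in both experiments. The largest rises in the mean of the experiments outside Ile were those of TCC (0.442), CCC (0.406) and CGC (0.367), and the smallest were those of ACC (0.0770) and CTC (0.0314). CTC changed by -0.055 in replicate 1 and by 0.118 in replicate 2. ATC changed by -0.392 in replicate 1 and by 1.50 in replicate 2, so its direction is not settled by these 2 experiments. The z-score of the NNT codon was lower in Si*adat2* in 7 of the 8 families in both experiments. These changes ranged in the mean from -0.152 for ACT to -0.569 for CCT, with -0.538 for CGT and -0.444 for TCT. ATT was the exception, with a rise of 0.613 and 0.776. A z-score sets each codon against the others of its family, so a rise of one codon lowers the z-scores of the rest.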

With the exception of the Ile(ATT) codon, the relative codon occupancies at the A site were preferentially increased for the NNC codons but were decreased for the NNT codons for seven of the eight ADAT-related codon families (Fig 4B). On the other hand, very few differences in the relative codon occupancies were observed between ADAT-related NNC codons and NNT codons within A+1, P, or E sites in the two strains (S4 Fig), indicating the specificity of our analysis for the A site. In addition, comparison of ribosome profiling results for cultures with/without cycloheximide (CHX) treatment showed that CHX treatment and different glucose concentration conditions had little effect on the relative codon occupancy of ADAT-related NNC and NNT codon families in *N*. *crassa* (S5 Fig), indicating that the changes of the relative codon occupancy of ADAT-related NNT codons are not caused by artificial effects in ribosome profiling experiments.

It should be noted that in addition to specific response, *adat2* silencing also causes secondary effects such as amino acid starvation response (see below) and a general translation repression, which may indirectly affect translation kinetics of the Ile codons and other codons. To exclude the possibility that the specific and predicted ribosome occupancy effects we observed for the ADAT-related codons were caused by global translation inhibition or general amino acid starvation, we performed ribosome profiling under conditions that can also result in amino acid starvation-like response. As shown in S6 Fig, ribosome profiling of the WT strain in lower carbon source medium (lowC), low carbon and no nitrogen medium (lowC & noN) and of the Δlys4 mutant (a strain deficient in lysine biosynthesis cultured in medium with limited lysine) showed that these conditions did not cause significant ribosome occupancy changes for the ADAT-related NNC and NNT codons as we observed when *adat2* was silenced. These results demonstrate that amino acid starvation-like response does not cause the observed ribosome occupancy changes for the ADAT-related NNC and NNT codons.

To compare the decoding rate changes of all codons in the WT strain and Si*adat2*, the absolute ribosome codon occupancy between the Si*adat2* and the WT strains was determined (see Methods for details). 

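Relative to CGA, 56 of the 60 other sense codons had a higher absolute occupancy in the library labelled Si*adat2* in both experiments, and 4 had a lower one. limma, with the experiments as the replicate block, called 48 of the 60 codons changed at an adjusted p under 0.05, and all 48 were higher. The 8 NNC codons of the ADAT-related families and 7 of their 8 NNT codons were among them. The count depended most on the scaling. With each library divided by its median codon in place of CGA, 26 codons were called, 11 higher and 15 lower, since the median codon itself was 1.19-fold and 1.20-fold higher in Si*adat2* before any division. As deposited, with no division, 45 codons were called, 42 higher and 3 lower. The largest rise was that of ATC, 1.84-fold in replicate 1 and 2.62-fold in replicate 2, or 1.13 on the log2 scale (standard error 0.09, adjusted p = 4.234e-16 from limma with Benjamini-Hochberg adjustment). Without the division, the adjusted p of ATC was 0.0197, so a p this small rests on the scaling by CGA. ATT followed with 0.99 and TAC, a tyrosine codon outside the ADAT-related families, with 0.87. The standard error is the same for all codons because limma pooled the spread over them. The codons come from the same 4 libraries and share the divisor CGA, so their deviations are not independent. The p-values relative to CGA, and the 48 calls, therefore do not measure the spread of a single codon between the 2 experiments and can be too small. The 3 lowest values were those of AGT (-0.16), TCA (-0.12) and TCT (-0.10). None of them was called relative to CGA, and as deposited they are the 3 codons called lower (adjusted p = 0.0431, 0.0229 and 0.0372).

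The NNC codon had the largest fold change of its family in 8 of the 8 families in each experiment (exact chance of as many when the fold changes are permuted within families, p = 6.028e-06). Its log2 fold change exceeded that of the NNT codon by a mean of 0.29 over the families, with 0.21 in replicate 1 and 0.38 in replicate 2. The difference was above 0 in 8 of the 8 families, from 0.14 in Ile to 0.51 in Pro (exact two-sided sign-flip permutation test over the families, p = 0.0078125, the smallest p that 8 families allow). The mean log2 fold change was 0.67 for the NNC codons, 0.38 for the NNT codons and 0.22 for the other 20 codons of these families. These comparisons are within a library, so none of the scalings moves them. Codons are items of the same 4 libraries and not replicates of the strains.

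**Figure D1:**
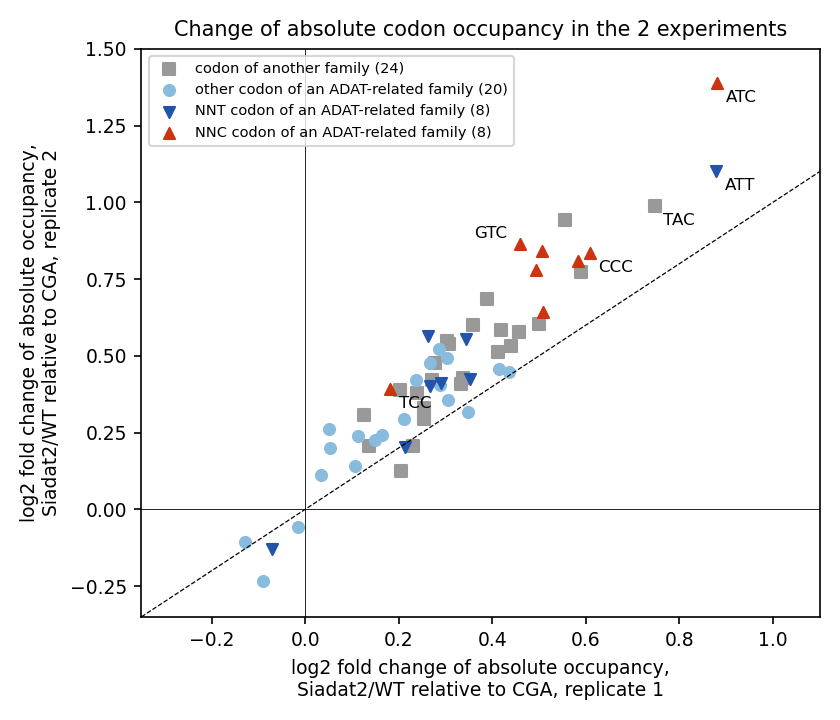
Each point is one of the 60 sense codons other than CGA, with its log2 fold change of absolute occupancy (Si*adat2*/WT, relative to CGA) in replicate 1 on the x axis and in replicate 2 on the y axis. Red triangles are the 8 NNC codons and blue triangles the 8 NNT codons of the ADAT-related families, light blue circles their other 20 codons and grey squares the 24 codons of other families, and the dashed line marks equal values. The NNC codons lie above 0 in both replicates, with ATC at the top, and 53 of the 60 points lie above the dashed line, a number that depends on the division by CGA.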

The fold-change of absolute ribosome codon occupancy indicated that the most preferred NNC codons in almost all ADAT-related codon families showed largest fold increases upon *adat2* silencing (Fig 4C). Together these and the in vitro translation kinetics results indicate that *adat2* silencing had specific but differential effects on ribosome decoding rates for ADAT-related codons: slows down translation speed for NNC codons but increases the relative translation speed for seven out of eight NNT codons, resulting in changes of codon optimality for ribosome decoding rates of ADAT-related NNC codons.

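The 24 codons outside the ADAT-related families, CGA aside, were compared with the 36 codons within them. The mean log2 fold change of the codons outside was 0.42, with 0.35 in replicate 1 and 0.49 in replicate 2. The mean of the ADAT-related codons minus that of the others was -0.07 (two-sided permutation test, p = 0.319), with -0.06 and -0.07 in the 2 experiments, so a difference between the groups as a whole was not detectable. The 8 NNC codons alone exceeded the codons outside by 0.25 (two-sided permutation test, p = 0.00287). Among the 10 codons with the largest fold changes, 6 were NNC codons and 3 lay outside the ADAT-related families. TGC, a cysteine codon outside them, rose by 0.75 on the log2 scale. The C-ended codon also exceeded its T-ended partner in 6 of the 7 such pairs outside the ADAT-related families, by a mean of 0.19 (exact two-sided sign-flip permutation test, p = 0.03125). The p-values of these 3 comparisons are not adjusted for their number, and the comparisons with NNC codons and with the C-ended and T-ended pairs were chosen after the values were seen.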

Our result also showed that *adat2* silencing also affected translation elongation kinetics of non-ADAT-related codon families to a less extent (S7 Fig). This is most likely due to an indirect secondary effect of amino acid starvation response induced by *adat2* silencing (see below), which was known to influence the charging levels of different tRNA species [59]. Together, these results demonstrated that *adat2* silencing reprograms the translation elongation kinetics of the ADAT-related codons.

### *adat2* silencing causes genome-wide codon usage-biased ribosome pausing on mRNAs

To further determine the impact of the ADAT-related tRNA profile changes on ribosome traffic on mRNAs, we calculated ribosome density (the number of RPFs normalized by library size, gene length and mRNA level, see Methods for details) at the individual gene level. We found that, compared to the WT strain, the majority of mRNAs in the Si*adat2* strain showed increased ribosome density. Ribosome density was increased on approximately 48.8% (an average for two independent biological replicates) of genes (fold change for Si*adat2*/WT > 2), and only a small proportion (4.9%, an average for two independent biological replicates) of genes had decreased ribosome density (fold change for Si*adat2*/WT < 0.5) (Fig 5A and S8 Fig).

**Fig 5:**
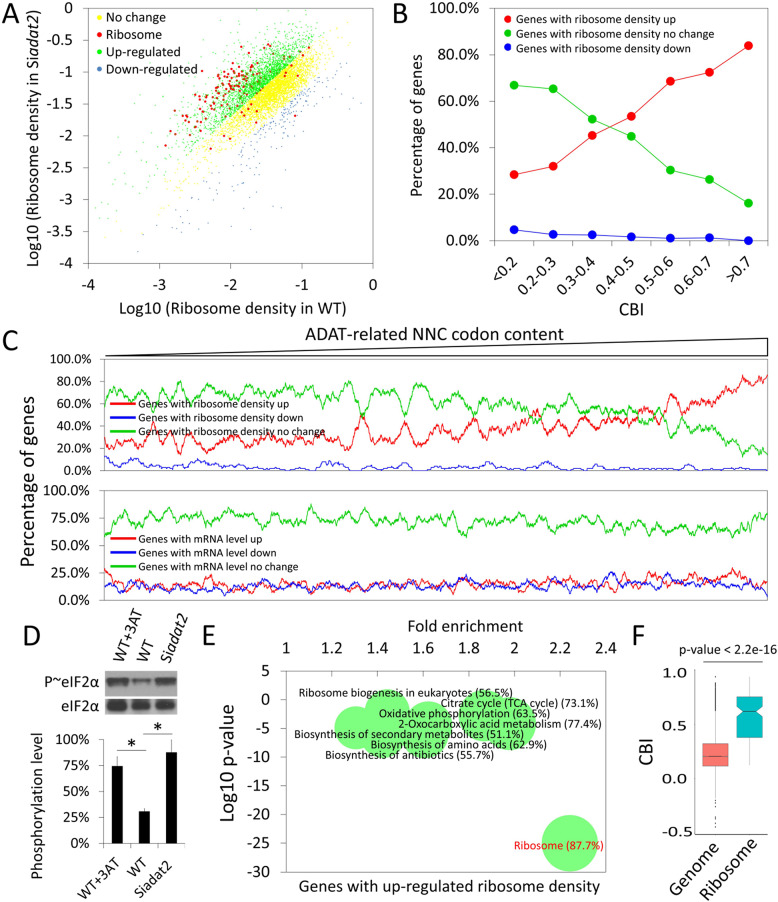
Codon usage-biased ribosome pausing after *adat2* silencing. **(A)** A scattered plot showing the ribosome density of each gene in the WT strain versus the Si*adat2*. The genes with up-regulated, down-regulated, and unchanged ribosome density in the Si*adat2* compared to the WT strain are indicated by green, blue, and yellow dots, respectively. RPGs are marked as red dots. **(B)** Line plot showing CBI values versus percentages of genes with up-regulated, down-regulated, and unchanged ribosome densities in the Si*adat2* compared to the WT strain. **(C)** Upper panel: Percentage of genes with up-regulated ribosome density in the Si*adat2* strain increased with the increase of the ADAT-related NNC codon contents. Lower panel: No correlation was observed between the mRNA level change and the ADAT-related NNC codon contents. The mRNA level of each gene was measured by their average RPKM values of two independent mRNA-seq experiments. All the detected genes were ranked by their ADAT-related NNC codon contents, a window containing 100 genes slides from low to high ADAT-related NNC codon contents. The red, blue and green curves represent the percentages of genes with up-regulated, down-regulated and non-changed ribosome density (upper panel) or mRNA level (lower panel) in each window, respectively. **(D)** Representative western blot for eIF2α and phosphorylated eIF2α in the lysates of the WT cells treated with 3-AT, the WT cells without any treatment, and the Si*adat2* cells in the presence of QA. The phosphorylation levels were represented by the ratios of phosphorylated eIF2α normalized to eIF2α. The graph shows quantification of means ± SD (n = 3). *, P < 0.05, as determined by Student's two-tailed t-test. **(E)** Functional enrichment analysis of genes with up-regulated ribosome density in the Si*adat2* compared to the WT strain. Genes with up-regulated ribosome density were used as the probe and the whole genome was used as background. Bubble sizes represent the percentages (% in parentheses) of enriched genes among total genes in each pathway. Representative functional categories from KEGG database are presented; for a complete list, see S1 Table. **(F)** Boxplot of CBI values of the whole genome and that of the RPGs. The p-value is determined by Welch’s two-tailed t-test.

Because CBI values of genes tightly correlate with ADAT-related NNC codon contents, we determined the genome-wide correlation between the ribosome density of genes and their CBI values. When genes with detectable ribosome density were divided into seven groups by their CBI values, we found that the proportion of genes with up-regulated ribosome density increased progressively as CBI values increase, while the opposite occurred for genes with down-regulated ribosome density (Fig 5B). Such a correlation is not caused by uneven distribution of gene numbers in each group or a bias of CBI calculation for non-ADAT-related codons, since the same correlation could be observed in continuous scanning windows containing the same number of genes with gradually increasing ADAT-related NNC codon contents (Fig 5C, upper panel). Additionally, we used mRNA-seq results (see below) to analyze the relationship between the ADAT-related codon usage and mRNA level changes in the WT and Si*adat2* strains. 

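The mRNA level change of each gene was taken from 2 WT and 2 Si*adat2* libraries grown without CHX (the independent mRNA-seq) as the log2 fold change Si*adat2*/WT of log2(FPKM + 0.1). The NNC codon content of the genes was not analysed here. The codon bias index (CBI), which rises with the share of preferred codons and which the authors deposited for each gene, was used in its place, a choice made after the data had been seen. Across 7242 genes with a mean FPKM of at least 1, Pearson's r between CBI and the log2 fold change was 0.046 (permutation p = 8e-05) and Spearman's rho was 0.024 (permutation p = 0.0373). Genes are not independent replicates, and a relation this weak reaches a low p-value because of their number. Given the mean level and the coding length of each gene, the partial r was 0.073. With each library left out in turn, r stayed between 0.030 and 0.058. In 7 groups of 1099 or 1100 genes of increasing CBI, the share with a ratio of mean FPKM higher past 2-fold was 15.8% in the lowest group, between 12.0% and 13.1% in the next 4, 16.1% in the sixth and 21.7% in the highest. The share lower past 2-fold was 10.7% in the lowest group, 14.7% in the sixth and 12.4% in the highest, so neither share rose steadily. In the accompanying libraries, which have few reads per gene and do not show a lower *adat2* level under the label Si*adat2*, r was -0.217 (8012 genes).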

We found that the ADAT-related NNC codon contents do not correlate with the mRNA level changes (Fig 5C, lower panel), indicating that codon usage/translation kinetics does not play a major role in determining mRNA level changes in response to *adat2* silencing.

The increase of ribosome occupancy for ADAT-related NNC codons suggests that ribosomes may pause or stall on these codons in Si*adat2* (Fig 4C). Previous ribosome profiling studies demonstrated that the ribosome density of a gene correlates positively with translation initiation and negatively with translation elongation [31,60,61]. Since *adat2* silencing resulted in severe growth defect and impaired *in vitro* translation efficiency (Fig 3B–3E), the observed increase of ribosome density in the Si*adat2* strain should not be caused by a global increase of translation efficiency. In *Neurospora*, amino acid starvation can be induced by the addition of 3-AT [50,51]. Growth of the WT strain with 3-AT and *adat2* silencing both resulted in a significant induction of eIF2α phosphorylation (Fig 5D). Phosphorylation of eIF2α is known to be induced upon amino acid starvation; the phosphorylation of this factor mediates translation initiation repression [62,63]. This result suggests that both amino acid starvation and *adat2* silencing result in a similar stress response. Therefore, the ribosome density increase in the Si*adat2* strain should not be due to increased translation initiation rate as indicated by an increase of eIF2α phosphorylation level in the Si*adat2* strain. Furthermore, with the increase of ADAT-related codon contents, the percentage of genes with up-regulated ribosome density increased (Fig 5C), while the percentage of genes with down-regulated translation efficiency increased (see below). These results suggest that *adat2* silencing resulted in an imbalance between the ADAT-related tRNA profile and gene codon usage to cause genome-wide codon usage-biased ribosome pausing on mRNAs, that is, ribosomes preferentially paused on the mRNAs with more preferred codons (such as the NNC codons) after *adat2* silencing.

Gene functional enrichment analysis based on the ribosome density changes indicated that genes encoding the protein components of ribosomes were the most dramatically enriched among genes with up-regulated ribosome density in the Si*adat2* strain (Fig 5E and Supplementary S1 Table). 

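The authors deposited a CBI for 9015 genes with the read counts of the accompanying mRNA-seq. The 76 cytoplasmic RPGs, found by their protein descriptions in S2 Table, had a mean CBI of 0.749 ± 0.082 (SD over genes). The other 8939 genes had a mean of 0.239 ± 0.166. The difference of 0.51 was not reached by any of the 100000 resamples of a two-sided permutation test over genes (p = 1e-05, the smallest p they can give). Of the 76 RPGs, 74 lay above 0.476, the 90th percentile of all genes. A CBI is a property of the sequence and has no replicate error, and genes are not independent replicates.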

The ribosomal protein genes (RPGs) are also one of the functional categories with much higher average CBI values than that of the genome average (Fig 5F), consistent with the codon usage-biased effect of ribosome pausing on translation elongation. In contrast to their increased ribosome density, the protein levels of most RPGs were decreased upon *adat2* silencing (see below). These results suggest that mRNA translation elongation rates of RPGs were strongly repressed by *adat2* silencing.

### *adat2* silencing changes proteome landscape in a codon usage-biased manner

To determine the impact of codon usage-biased ribosome pausing on protein landscape, we performed genome-wide proteome quantification by quantitative mass spectrometry (MS) analyses [64]. The WT strain was cultured in medium with ^15^NH_4_Cl as the sole nitrogen source and the Si*adat2* strain was cultured in the non-isotope-containing medium (^14^NH_4_Cl), so that the proteins from the WT strain and Si*adat2* were labeled with ^15^N and ^14^N, respectively. The protein extracts of these two strains were mixed at a ratio of 1:1 before trypsin digestion and subjected to MS analyses (Fig 6A). The ^14^N/^15^N ratios of identified proteins, which reflected the relative protein level changes, were determined. The Pearson’s correlation coefficient of the results from the two independent biological replicates was 0.83 (S9A Fig and S2 Table). The ^14^N/^15^N ratios of 1878 *Neurospora* proteins could be detected in two independent experiments. Of these proteins, levels of 1658 (88.3%) proteins were changed in the same trend in both of the duplicate samples (S2 Table), and the averages of the ^14^N/^15^N ratios of these proteins were used for further analyses. To identify proteins with marked level changes from the control, we set 1.5 (Si*adat2*/WT > 1.5) and 0.67 (WT/Si*adat2* > 1.5) of the ^14^N/^15^N ratios as the cutoff values for proteins that were either up- or down-regulated due to *adat2* silencing, respectively. According to this criterion, 395 and 594 proteins were up-regulated and down-regulated, respectively, in the Si*adat2* strain (S2 Table).

**Fig 6:**
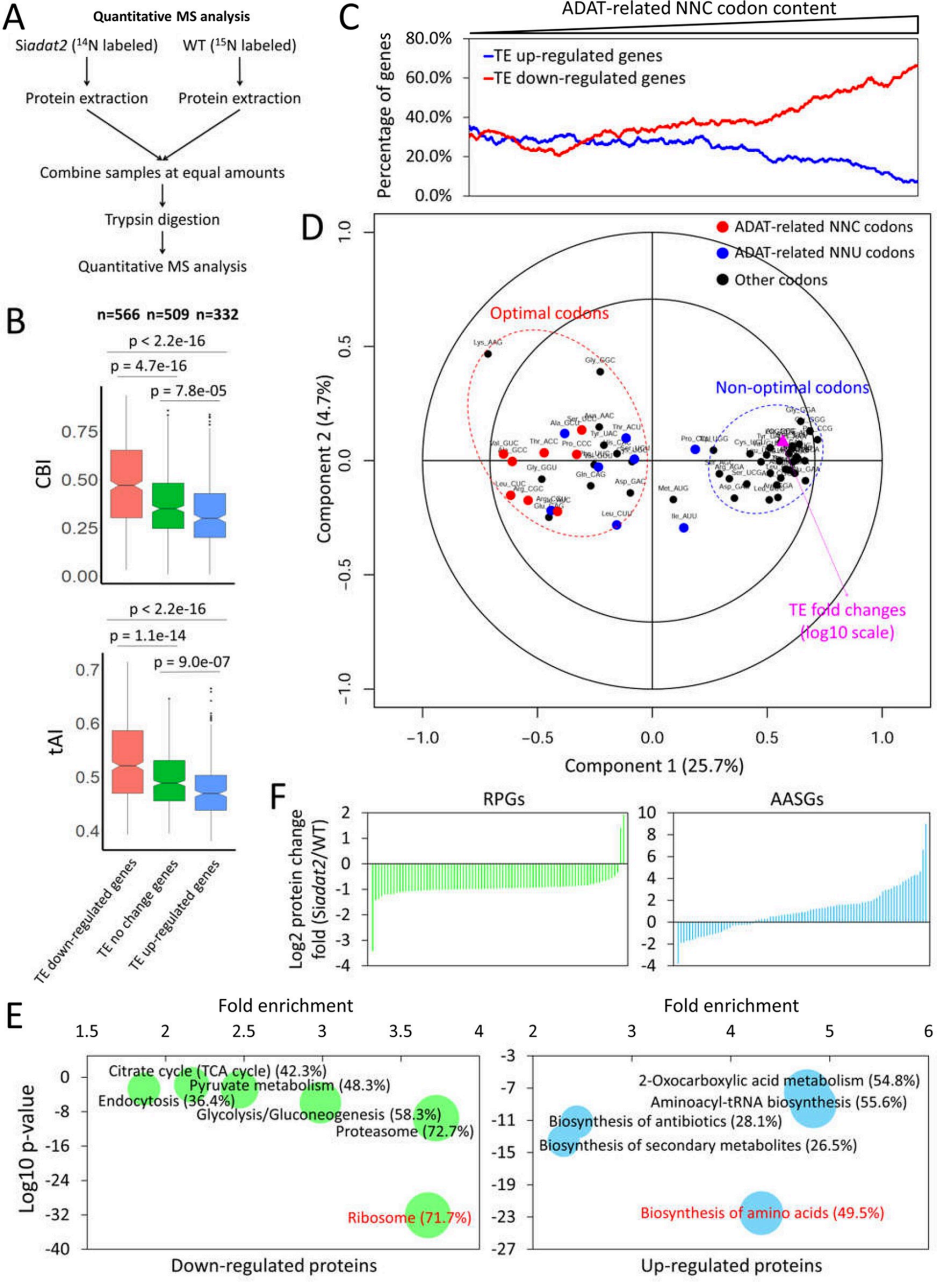
*adat2* silencing resulted in codon usage-biased proteome changes. **(A)** A diagram depicting the experimental procedures for the quantitative MS analysis of protein level changes in the Si*adat2* compared with the WT strain. **(B)** Boxplots of CBI (upper panel) and tAI values (lower panel) for genes whose TEs were up-regulated, down-regulated, and unchanged in the Si*adat2* compared with the WT strain. n = gene numbers in corresponding groups. The p-value is determined by Welch’s two-tailed t-test. **(C)** Line plot showing the percentage of genes with up/down-regulated TEs in the Si*adat2* strain as the ADAT-related NNC codon contents increase. These genes were ranked by their ADAT-related NNC codon contents and the percentages of genes were plotted in a sliding window (200 genes/window) from low to high ADAT-related NNC codon contents. **(D)** PLSR analysis of the effect of codon content on protein level changes. Genes with changed TE levels were used. The log10 (TE fold change) was used as the response (Y) and the 61 codon contents were used as the regressor (X). The model has 2 components, and includes leave-one-out (LOO) cross-validated predictions [93]. The outer and inner circles indicate 100% and 50% explained variance, respectively; 30.4% of observed variance can be explained by two latent components (ncomp = 3, component 1: 25.7%, component 2: 4.7%). The purple triangle represents the TE fold change. **(E)** Functional enrichment analysis of down-regulated (left) and up-regulated (right) proteins in the Si*adat2* compared with the WT strain. Genes with up- and down-regulated protein levels were used as probes, respectively, and the whole genome was used as background. Bubble sizes represent the percentages (% in parentheses) of enriched genes among total genes in each pathway. Representative functional categories from KEGG database are presented; see S1 Table for a complete list. **(F)** Change fold of the protein levels of individual ribosomal proteins (left) and proteins involved in amino acid biosynthesis (right) in the Si*adat2* strain compared with the WT strain.

To determine the effect of codon usage on protein level changes at the translational level independent of mRNA level change, we defined the protein level fold change (^14^N/^15^N ratios) divided by mRNA level fold change between the Si*adat2* and WT strains as the translation efficiency (TE) fold change. 

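The protein ratios are the paper's. S2 Table gives both replicate ratios for 1878 proteins, of which 1658 changed in the same trend, from 1655 genes. The mRNA fold change was that of the mean FPKM of 2 Si*adat2* libraries over that of 2 WT libraries (the independent mRNA-seq), and 1587 of the genes had one. A TE fold change is a ratio of 2 measurements from different cultures and carries the error of both. By the paper's methods, the protein cultures had no arginine and had ammonium chloride in place of ammonium nitrate. The same methods give arginine in the mRNA-seq medium, while the labels of those libraries list none. A TE fold change can therefore also hold a difference between the media, which these values cannot separate from translation. It was not tested gene by gene, since the protein ratios come without a count of the peptides behind each replicate.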

Similar to protein fold changes, we set 1.5 and 0.67 of the TE fold change as the cutoff values to identify genes with TEs that were either up- or down-regulated due to *adat2* silencing, respectively. 

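By the cutoffs of the paper, the TE fold change was above 1.5 for 394 of the 1587 genes, below 0.67 for 631 and between the cutoffs for 562. With each mRNA-seq library left out in turn, the counts stayed between 389 and 403 and between 597 and 667. With the mRNA ratios of the accompanying libraries in their place, they were 438 and 741, and 246 and 382 genes were shared. The mean CBI of the genes with a higher TE was 0.326 ± 0.171 (SD over genes), against 0.379 ± 0.175 for the genes between the cutoffs. The difference was -0.053 (two-sided permutation test over genes, p = 1e-05, the smallest p that 100000 resamples can give, and 1e-05 after Benjamini-Hochberg adjustment over the 2 comparisons with the genes between the cutoffs). The tAI was not analysed here.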

As shown in Fig 6B, the genes with up-regulated TEs were generally those with more non-optimal codons, as indicated by their significantly lower CBIs or tRNA adaptation indexes (tAIs) [65]. 

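The 631 genes with a TE fold change below 0.67 had a mean CBI of 0.470 ± 0.211 (SD over genes), which exceeded the mean of the genes between the cutoffs by 0.0915 (two-sided permutation test, adjusted p = 1e-05, the smallest that 100000 resamples can give). Of the 74 RPGs with a TE fold change, 71 were among them and 0 had a higher TE. Of the 53 amino acid biosynthesis genes with one, 35 were among them and 8 had a higher TE. The protein and mRNA cultures differed in medium by the paper's methods, so these counts cannot be assigned to translation alone. With the mRNA ratios of the accompanying libraries, the mean CBI was 0.382 for the genes with a lower TE, 0.377 for those with a higher TE and 0.456 for those between the cutoffs, so the order of the groups was not kept there.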

On the other hand, the genes with down-regulated TEs tended to have significantly higher CBI and tAI values. Opposite to the ribosome density results (Fig 5C, top panel), as the ADAT-related NNC codon contents increased, the proportion of genes with down-regulated TEs increased, while the proportion of genes with up-regulated TEs decreased (Fig 6C). These results suggest that *adat2* silencing affected protein level change at translational level in a codon usage-dependent manner: it suppressed protein expression of genes with more preferred codons and promoted those with more non-preferred codons.

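The NNC codon content was not analysed here, and the genes were ordered by CBI in its place. In 7 groups of 226 or 227 genes of increasing CBI, the share of genes with a TE fold change below 0.67 was 29.5% in the lowest group, 24.7% in the second, 33.9% in the fourth and 65.5% in the highest. The share with a TE fold change above 1.5 was 40.1% in the lowest group and fell in each step to 10.6% in the highest. Across the 1587 genes, Pearson's r between CBI and the log2 TE fold change was -0.194 and Spearman's rho was -0.274 (each with a permutation p of 1e-05, the smallest that 100000 resamples can give). CBI had an r of -0.129 with the protein ratio alone and of 0.084 with the mRNA ratio of the same genes, so both parts of the TE contribute. With the accompanying libraries as the source of the mRNA ratios, r was -0.023 (permutation p = 0.344). From the opposite trends of the genes with higher and lower TE, the paper proposes that *adat2* silencing changed protein levels at the translational level in a codon usage-dependent manner.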

To determine the contributions of all individual codons to TE changes after *adat2* silencing, partial least squares regression (PLSR) analysis was performed to explore the relationship between codon content and TE fold changes on all TE changed genes. As shown by the correlation-loading plot in Fig 6D, we found that the optimal codons and non-optimal codons clustered together, respectively, and can be separated by their positions in the first component direction, indicating that the first component largely reflects the relative codon optimality in each codon family. Importantly, the non-optimal codons clustered together with the TE fold change, while the optimal codons were segregated from the TE fold change in the first component direction (Fig 6D), indicating that the optimal codon content anti-correlates with the TE fold change, while the non-optimal codon content correlates with the TE fold change. This result further suggests that the TEs of genes containing more optimal codons (such as NNC codons) were more likely to be down-regulated upon *adat2* silencing than those with less optimal codons. This conclusion is consistent with the ribosome profiling results, which indicated that *adat2* silencing preferentially paused at optimal codons. Therefore, the codon usage-biased pausing on mRNAs differentially affects translation efficiency of mRNAs, resulting in codon usage-dependent protein landscape changes. In our PLSR analysis, the Lys AAG codon is the codon exhibiting the strongest effect on the protein level changes (Fig 6D). This result is likely due to that AAG is the most abundant codon in *Neurospora* genes detected by our quantitative MS, and it often co-occurs with the ADAT-related NNC codons in genes. As a result, the PLSR analysis cannot distinguish its contribution from that of the ADAT-related NNC codons.

Gene functional enrichment analysis based on protein level differences in the Si*adat2* and WT strains revealed that RPGs were the most significantly enriched among the down-regulated proteins, whereas those involved in amino acid biosynthesis (AASGs) were the most significantly enriched among the up-regulated proteins in the Si*adat2* strain (Fig 6E and Supplementary S1 Table). Our quantitative MS data showed that, compared with the WT strain, the protein levels of 73/75 ribosomal proteins were decreased in the Si*adat2* (Fig 6F, left panel). These results are consistent with the ribosome profiling results showing that this group of genes are the most significantly enriched among those with increased ribosome density (Fig 5E and Supplementary S1 Table), suggesting that their reduced protein levels in the Si*adat2* are due to increased ribosome pausing on their mRNAs. On the other hand, the protein levels of most of genes in the group of AASGs increased in the Si*adat2* (Fig 6F, right panel). Although the codon biases of AASGs is not as high as that of RPGs, the codons of AASGs are more optimized than the genome average, suggesting that there is another mechanism regulating their expression.

### CPC-1 mediates a transcriptional response upon *adat2* silencing to counteract the global repression of translation

The up-regulation of AASGs upon *adat2* silencing is reminiscent of an amino acid starvation response, in which, a cross-pathway control protein 1 (CPC-1), the *Neurospora* ortholog of the yeast bZIP transcription factor GCN4, is a critical transcription activator of AASGs [66–68]. Amino acid starvation leads to activation of many genes in multiple amino acid biosynthetic pathways, called cross-pathway way control in *Neurospora* [62,69,70]. Similar to GCN4 in yeast, CPC-1 binds to the 5’- TGACTCA-3’ motifs in target gene promoters to activate transcription [62,67,68,71]. The upstream open reading frames (uORFs) in the yeast *GCN4* regulate protein expression at the translational level [62,71]. Under normal conditions, the translation of the uORFs prevents translation initiation from the downstream *GCN4* ORF, resulting in the suppression of GCN4 expression. Under amino acid starvation condition, however, the scanning 40S ribosomes bypass the uORFs and initiate translation at the downstream *GCN4* ORF, resulting in the induction of GCN4 protein expression. CPC-1 level is normally very low and not always detected by MS in the WT strain. However, in one of the two independent experiments, CPC-1 was detected in both strains and found to be up-regulated ~130 fold in the Si*adat2* strain. 

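*cpc-1* (NCU04050, chromosome VI of assembly NC12 from 2565204 to 2567073) had 528 and 537 FPKM in the 2 WT libraries of the independent mRNA-seq, which were grown without CHX, and 2172 and 1820 FPKM in the 2 Si*adat2* libraries. The means were 532 ± 6.00 (SD, n = 2) and 1996 ± 249 (SD, n = 2), a ratio of 3.75. The log2 fold change on the scale of log2(FPKM + 0.1) was 1.90 (standard error 0.12, adjusted p = 0.00209 from limma with Benjamini-Hochberg adjustment over 7549 genes). With each library left out in turn it stayed between 1.77 and 2.03. In the accompanying mRNA-seq, *cpc-1* had 625 and 854 RPM (reads scaled to 1e6 per library) in the libraries labelled WT and 1728 and 2517 in those labelled Si*adat2*. The log2 fold change there was 1.22 (standard error 0.16, adjusted p = 1.467e-05 from edgeR's quasi-likelihood test).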

The dramatic increase in CPC-1 level could not be explained by ~3 fold increase of *cpc-1* mRNA level in the Si*adat2* strain revealed by the mRNA-seq result (S3 Table), suggesting the involvement of posttranscriptional regulation for CPC-1 expression. Like *GCN4*, the *cpc-1* gene also has uORFs that are likely involved in regulating *cpc-1* mRNA translation upon amino acid starvation [72]. The strong induction of CPC-1 expression by *adat2* silencing suggests that the ADAT-related tRNA profile changes triggered an amino acid starvation condition and CPC-1 is a major factor that mediates the transcriptional response of its target genes.

To examine the posttranscriptional regulation of *cpc-1*, we compared the ribosome profiling results of the *cpc-1* mRNA between the WT and Si*adat2* strains. The strong induction of CPC-1 expression was indeed confirmed by the ribosome profiling result. In the WT strain, most of the ribosomes were found on the uORF-1 of the *cpc-1* mRNA (a 2-codon region), and very few ribosomes were associated with its uORF-2 (41 codons) or ORF regions (Fig 7A). Thus, *cpc-1* translation is suppressed under normal conditions by uORF-1, which prevents translation initiation at the downstream *cpc-1* ORF. In the Si*adat2* strain, however, the ribosome occupancy at uORF-2 and the *cpc-1* ORF were both dramatically induced. The translational regulation of *cpc-1* by uORFs in WT strain was also previously observed by ribosome profiling experiments [73]. These results indicate that, as *GCN4* in yeast [62,71], translational control mediated by uORFs also plays an important role in regulating CPC-1 expression by allowing ribosomes to bypass the uORFs and reinitiate at the downstream *cpc-1* ORF in the Si*adat2* strain.

**Fig 7:**
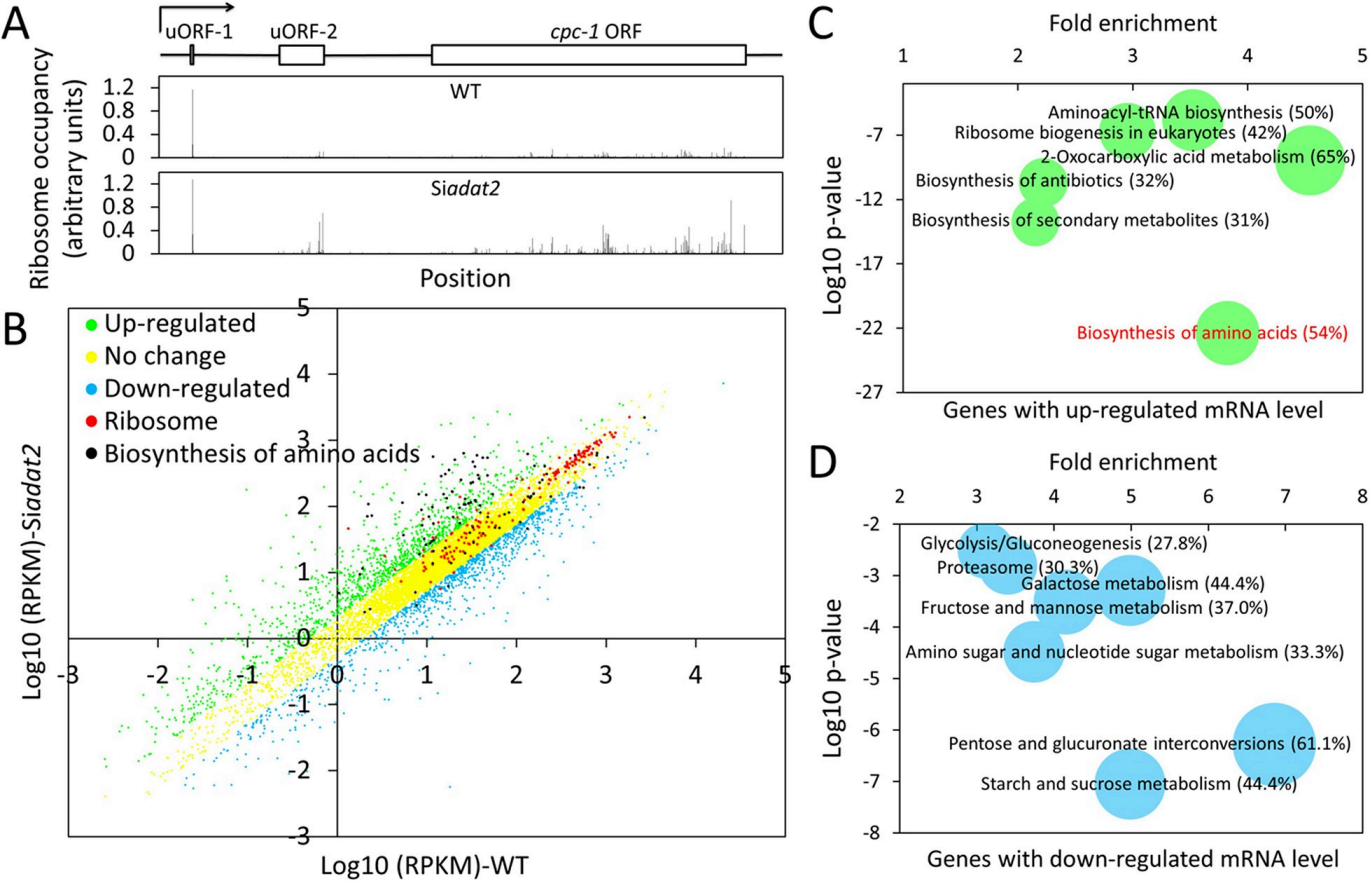
Transcriptional responses upon *adat2* silencing. **(A)** The ribosome occupancy of *cpc-1* in the WT and Si*adat2* strains across the entire transcript. A schematic of the transcript is shown above the plots. The numbers of RPFs on each codon of *cpc-1* transcript were normalized by the RPF library size and its mRNA level. **(B)** Comparison of the transcript expression profiles of the Si*adat2* and WT strains. **(C** and **D)** Gene functional enrichment analysis based on the mRNA level changes for the up-regulated genes (C) and down-regulated genes (D). Genes with up- and down-regulated mRNA levels were used as probes respectively, and the whole genome was used as background. Bubble sizes represent the percentages (% in parentheses) of enriched genes among total genes in each pathway. Representative functional categories from KEGG database are presented; for a complete list, see S1 Table.

To determine the mRNA level changes between the Si*adat2* and WT strains, we performed high-throughput mRNA sequencing experiments. 

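mRNA from 2 WT and 2 Si*adat2* cultures (replicates 1 and 2), grown without CHX and otherwise as for the ribosome profiling, was sequenced by JGI (the independent mRNA-seq). The targeted gene, *adat2* (NCU01888), was listed at 0 FPKM in both WT and both Si*adat2* libraries, so these tables give no check of the strain labels by their target. The authors mapped the reads, kept reads that match the reference uniquely, and deposited a table of transcripts with FPKM for each library, on the supercontigs of assembly NC12. The tables hold between 15434 and 16135 transcripts, of which about 10765 are annotated and the rest were assembled from the reads. No read numbers are given. The authors deposited confidence bounds with each FPKM, but in each library the bounds leave out the FPKM itself for 21.3% to 25.1% of the transcripts above 0. They were therefore not used as its error. A value of 0 can be a failed estimate, because genes such as the gamma subunit of ATP synthase and a proteasome subunit are at 0 in some libraries. The status given in the tables does not mark these, since between 1772 and 1896 transcripts at 0 in each library have the status OK and at most 6 the status FAIL. Such genes are described as listed at 0, without a fold change.

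The FPKM of all annotated transcripts of a gene were summed, which gave 9660 genes. Another 70 genes were left out because one of the tables lacks a transcript of theirs, among them the hydrophobin gene *eas*. Of the 9660 genes, 917 were listed at 0 in all 4 libraries and 2250 in at least one. The paper's criterion, a ratio of the mean FPKM of the strains above 2 or below 0.5, was applied to the 8097 genes with both means above 0. As a test against the replicate error, limma was run on log2(FPKM + 0.1) for the 7549 genes with a mean of at least 1 FPKM, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low values. The median log2 ratio of all genes was -0.11 with the values as deposited and -0.07 after scaling to a common median, so no further scaling was applied. In the accompanying libraries the median log2 ratio of FPKM was 0.36, and edgeR's TMM normalization brings it to 0.03. All counts of genes from the accompanying libraries below a ratio of 0.5 or above 2 contain that shift.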

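Over the 9660 genes, Pearson's r of FPKM between replicates 1 and 2 was 0.996 in WT and 0.973 in Si*adat2*. On the scale of log2(FPKM + 0.1) it was 0.961 and 0.949, and Spearman's rho was 0.973 and 0.964. Pearson's r of FPKM rests on the genes with the highest values. Without NCU16635, the gene with the largest difference between the Si*adat2* libraries (3145 and 5885 FPKM), r was 0.977 in Si*adat2*. Of the genes with a mean of at least 1 FPKM in a strain, 96.0% in WT and 95.3% in Si*adat2* lay within 2-fold between the replicates. In WT 65 genes, and in Si*adat2* 75 genes, were listed at 0 in one replicate and had at least 10 FPKM in the other. These are correlations across genes, which are not independent replicates.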

The correlation between the two independent biological replicates is very high, with the Pearson’s correlation coefficient 0.99 and 0.98 for the WT strain and the Si*adat2*, respectively (S9B and S9C Fig and S3 Table). 

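By the ratio of the strain means, 1224 of the 8097 genes compared were higher in Si*adat2* past 2-fold and 1030 were lower. For 1134 of the higher and 957 of the lower genes, both libraries of one strain lay apart from both of the other. Chance gives this for 16.7% of unselected genes in a given direction, but a 2-fold ratio of means already selects for it, so these shares are no test. Low values enter these counts, as 238 of the higher and 156 of the lower genes had a mean below 1 FPKM, and 224 and 180 were listed at 0 in some library. By the same criterion the accompanying mRNA-seq had 1994 genes higher and 943 lower, of which 425 and 246 were shared. limma called 1577 genes higher and 2133 lower at an adjusted p under 0.05. Of these, 865 and 748 were also past 2-fold by the ratio of means.

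Among the genes with an adjusted p under 0.05 and at least 10 FPKM in the higher strain, the 5 with the largest changes each way were all listed at 0 in at least one library. NCU08351 was listed at 0 in both WT libraries and had 479 and 639 FPKM in Si*adat2*. *gdh-1* (NCU00461) was listed at 0 in WT and had 182 and 249 FPKM in Si*adat2*, but with the assembled transcripts that overlap it added, its log2 fold change was -0.74. NCU16805 had 0.197 and 0 FPKM in WT and 162 and 187 in Si*adat2*. NCU02772 and NCU16588 were listed at 0 in WT and had 80.7 and 93.3, and 58.7 and 102 FPKM in Si*adat2*. Most of NCU16588 lies within the span of *trp-3* (NCU08409), which also rose. Whether reads of *trp-3* were given to NCU16588 was not tested. In the other direction, NCU09119 (gamma subunit of ATP synthase) had 221 and 233 FPKM in WT, NCU08412 had 210 and 186, *pcb-7* (NCU07365, a proteasome subunit) had 141 and 142, NCU06803 had 135 and 129, and NCU09115 had 123 and 124, and all 5 were listed at 0 in both Si*adat2* libraries. With overlapping assembled transcripts added, NCU09119 had means of 227 FPKM in WT and 152 in Si*adat2*, a log2 fold change of -0.59, so most of its drop lies in how reads were given to transcripts. The accompanying libraries give counts for 8 of these 10 genes. NCU08351 had 1 and 6 reads in the libraries labelled WT and 274 and 570 in those labelled Si*adat2*. *gdh-1* had 4243 and 12093 reads against 1219 and 2486, and NCU09119 had 1804 and 4966 against 1137 and 2715. *pcb-7* had 402 and 934 against 653 and 1169, so that none of these 3 transcripts was absent from a strain there. NCU02772 had 42 and 155 reads against 85 and 208, NCU06803 had 23 and 54 against 44 and 103, and NCU09115 had 245 and 603 against 208 and 431. These transcripts, too, were present in both strains there. NCU08412 fell from 986 and 2373 reads to 35 and 83.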

Analyses of the mRNA-seq results comparing the transcriptomes of the WT and Si*adat2* strains showed that the mRNA levels of 1219 and 1049 genes were up-regulated (RPKM (Reads Per Kilo base Per Million) fold change for Si*adat2*/WT > 2) and down-regulated (RPKM fold change for Si*adat2*/WT < 0.5) in the Si*adat2* strain, respectively (Fig 7B and S3 Table). Gene functional enrichment analysis based on the gene annotation of KEGG database [74] of the up-regulated genes revealed that genes involved in biosynthesis of amino acids, 2-oxocarboxylic acid metabolism, and aminoacyl-tRNA biosynthesis were among the most significantly enriched groups (Fig 7C and Supplementary S1 Table). 

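The sheets of S1 Table were used for the members of each KEGG term. They list genes chosen by protein level or ribosome density, so the sets are not complete and were selected by measures that depend on the mRNA level or change with it. Their shares and p-values can be biased by that selection. For biosynthesis of amino acids, 59 of the 105 genes of the term (56.2%) are listed. Glycolysis and gluconeogenesis, with 58.3% listed, was pooled with other terms below, while biosynthesis of amino acids was tested alone. Of its 58 listed genes with a ratio, 46 (79.3%) were higher in Si*adat2* past 2-fold, against 14.7% of the other 8039 genes (two-sided Fisher's exact test, p = 1.212e-27). A set chosen by gene symbol alone (*arg-*, *his-*, *leu-*, *trp-* and the like), free of that selection, had 42 of 61 genes (68.9%) past 2-fold (Fisher's exact test, p = 2.953e-21). Of the 27 listed genes of 2-oxocarboxylic acid metabolism, 22 (81.5%) were higher past 2-fold (adjusted p = 8.488e-14 over the 3 terms tried). Of the 26 listed genes of aminoacyl-tRNA biosynthesis, 19 (73.1%) were (adjusted p = 7.726e-11). The medians of the log2 ratio were 2.18, 2.59 and 1.70. Past 2-fold in both replicate pairs were 78.9%, 80.8% and 60.0% of these sets. The accompanying mRNA-seq differed in direction. There, 8.47%, 3.70% and 0% of the 3 sets were higher past 2-fold, against 23.8% of the other genes (Fisher's exact tests, p = 0.005, adjusted p = 0.0165 and 0.00518), and their median log2 ratios were -0.27, -0.44 and -0.25 where the median of all genes was 0.36.

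**Figure D2:**
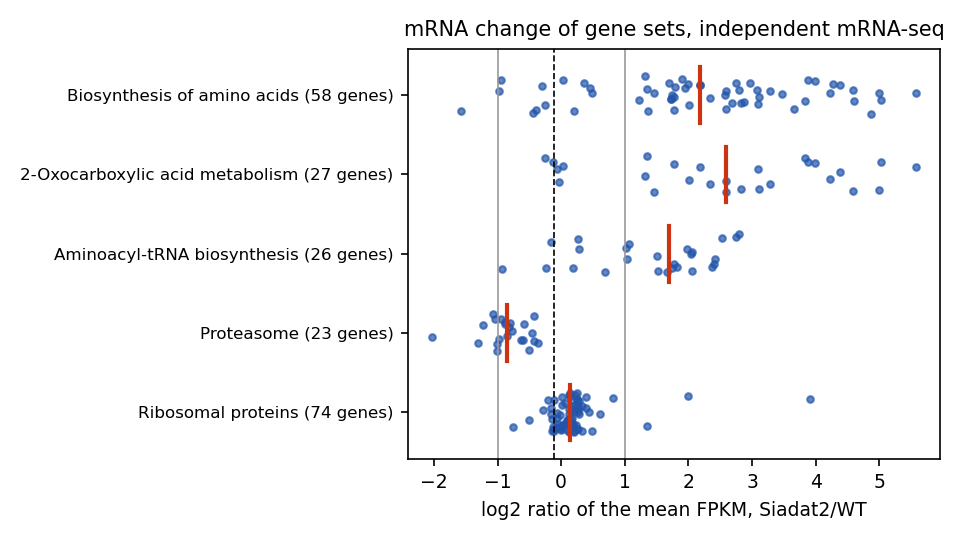
Each point is one gene of the independent mRNA-seq, placed by the log2 ratio of its mean FPKM in Si*adat2* to that in WT (n = 2 libraries each) on the x axis, for 4 sets of KEGG terms and the ribosomal proteins. Red bars are set medians, grey lines mark 2-fold changes and the dashed line the median of all genes (-0.11). The medians of the 3 upper sets lie to the right of the 2-fold line, with 2.18, 2.59 and 1.70, and those of proteasome and ribosomal protein genes lie between the lines.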

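Of the KEGG terms that Fig 7D shows for genes with lower mRNA levels, the terms of carbohydrate metabolism have from 16.7% to 58.3% of their genes listed in S1 Table. They were therefore tested as one set, a choice made after the data had been seen. S1 Table chose the listed genes by protein level or ribosome density, which can bias the share. The set holds those of glycolysis and gluconeogenesis, galactose metabolism, fructose and mannose metabolism, amino sugar and nucleotide sugar metabolism, and starch and sucrose metabolism. Of its 48 genes, 21 (43.8%) were lower in Si*adat2* past 2-fold in the independent mRNA-seq, against 12.5% of the other genes (two-sided Fisher's exact test, p = 9.558e-08), and the same number was lower in both replicate pairs. The median log2 ratio of the set was -0.92. The accompanying libraries had 14 of the 48 genes (29.2%) lower past 2-fold, against 11.1% of the other genes (Fisher's exact test, p = 5.525e-04). The set as a whole was less clear there, with a median log2 ratio of -0.02, 24 of 48 ratios above 1 (before TMM normalization), and 11 genes called higher and 23 lower by edgeR. limma called 31 of the 48 genes lower and 1 higher in the independent libraries.

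The proteasome, with 24 of its 33 genes listed, was the one term of Fig 7D complete enough by the limit set beforehand. Of 23 genes with a ratio, 7 (30.4%) were lower past 2-fold, against 1023 of the other 8074 genes (adjusted p = 0.0205 from two-sided Fisher's exact tests over 3 terms). Its 23 ratios were all below 1, with a median of -0.85 on the log2 scale, and limma called 20 of the 24 tested genes lower and 0 higher (21 and 0 with the adjustment over the set alone). The share in both replicate pairs was 18.2% (adjusted p = 0.123). The accompanying libraries had 0 of 24 genes lower past 2-fold (adjusted p = 0.102 from Fisher's exact tests) and a median log2 ratio of 0.51, and edgeR called 9 higher and 2 lower.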

On the other hand, many functional categories related to energy metabolism were enriched among the down-regulated genes (Fig 7D and Supplementary S1 Table). The induction of genes associated with AASGs and tRNA biosynthesis is consistent with a transcriptional response due to impaired tRNA processing or amino acid starvation [68,75]. 

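The 59 AASGs that S1 Table lists under biosynthesis of amino acids are part of the set of the paper, so a count over all of its AASGs was not made. limma called 47 of the 59 higher and 4 lower (49 and 6 with the adjustment over the set alone). The middle 50% of the log2 ratios lay between 1.36 and 3.23, and 51 of 58 were above 0. With each library left out in turn, the share higher past 2-fold stayed between 78.9% and 79.3%. Against these, edgeR called 6 of the 59 genes higher and 39 lower in the accompanying mRNA-seq, whose libraries are named by their labels.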

Of the detected 97 AASGs, the mRNA levels of 56 genes were up-regulated more than 2-fold in the Si*adat2* strain (Fig 7B), indicating that, in addition to the regulation of protein expression at translational level, *adat2* silencing also triggers a transcriptional response that promotes amino acid synthesis. It is also important to note that the mRNA levels of most of RPGs were not affected by *adat2* silencing (Fig 7B), suggesting that the suppression of ribosomal protein expression we observed in the Si*adat2* is mainly mediated by reduced translational efficiency.

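Of 74 RPGs with a ratio in the independent mRNA-seq, 3 (4.05%) were past 2-fold, all higher, and 0 were lower. Of the other 8023 genes, 28.1% were past 2-fold in either direction (two-sided Fisher's exact test, p = 2.732e-07). The median log2 ratio of the RPGs was 0.13, and the middle 50% lay between -0.01 and 0.25. limma called 5 of the 76 tested RPGs higher and 0 lower. With each library left out in turn, from 2.70% to 6.85% of the RPGs were past 2-fold. Among the accompanying values, 16 of 76 RPGs were lower past 2-fold and 2 were higher. Their median log2 ratio there was -0.51, and edgeR called 64 lower and 3 higher. The ratio of the protein level in S2 Table, a value of the paper, was below 1 for 74 of the 76 RPGs. From the rise of the AASGs, the paper concludes that *adat2* silencing triggers a transcriptional response that promotes amino acid synthesis. From the mRNA levels of the RPGs beside their protein levels, it proposes that reduced translational efficiency accounts for most of the loss of ribosomal proteins. The paper also draws on the higher ribosome density of the RPGs, which was not analysed here, and proposes ribosome pausing on their mRNAs as the cause.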

Microarray-based experiments were previously performed to compare the transcriptional profiles of WT and *cpc-1* mutant exposed to 3-AT in *Neurospora* [68]. We found that of the 216 genes that were induced more than 2-fold by 3-AT in the WT strain in the microarray experiments, 115 (53%) were also induced more than 2 fold upon *adat2* silencing in our mRNA-seq results. Moreover, among the 187 direct or indirect target genes of CPC-1 previously identified (their induction by 3-AT was either abolished or significantly reduced in the *cpc-1* mutant), the mRNA levels of 82 (43%) genes were also induced by *adat2* silencing. These genes include some known targets of CPC-1 such as *trp-1*, *arg-12*, *his-3*, *trp-3* and *leu-6*. These results indicate that the induction of CPC-1 plays a critical role in mediating the transcription response of its targets upon *adat2* silencing.

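In the independent mRNA-seq each of the 5 genes was higher in both Si*adat2* libraries than in both WT libraries. *trp-1* (NCU00200, chromosome III of assembly NC12 from 2984054 to 2987258) had a log2 fold change of 1.70 (standard error 0.17, adjusted p = 0.00474 from limma, as for the genes that follow). *arg-12* (NCU01667, chromosome II from 2759149 to 2761168) rose from 38.2 and 36.9 FPKM to 308 and 280.0, a log2 fold change of 2.97 (standard error 0.08, adjusted p = 6.672e-04). For *his-3* (NCU03139, chromosome I from 4694770 to 4697885) the values were 38.7 and 38.3 FPKM in WT and 289 and 230.0 in Si*adat2*, a log2 fold change of 2.74. The dsRNA construct was integrated at *his-3* in a host that carries a *his-3* allele, which the WT strain is not listed with. The change of *his-3* can therefore not be told apart from an effect of the altered locus. *trp-3* (NCU08409, chromosome II from 3963581 to 3967727) had the largest log2 fold change, 3.06, and *leu-6* (NCU09463, chromosome II from 4362259 to 4366486) had 2.06. The adjusted p of these 3 genes was 0.00133, 0.00103 and 0.00428. The accompanying mRNA-seq did not show this rise. The log2 fold changes from edgeR, relative to its TMM normalization, were -0.58, -1.07, -0.07, -0.56 and -0.64, in the order given, with adjusted p from 6.430e-06 to 0.625.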

## Discussion

Codon usage plays a major role in controlling gene expression levels at both transcriptional and translational levels. At the translational level, the correlation between tRNA abundance and codon usage bias was proposed to regulate translation efficiency [14,27,65,76]. Paradoxically, most eukaryotic organisms lack the GNN tRNA genes but exhibit codon usage biases for C-ended codons. In this study, we showed *in vivo* that the A34-to-I editing of tRNAs by ADAT allows codon usage-biased protein expression in *Neurospora*. Nearly all of the ADAT-related tRNAs with ANN anticodons are modified by A-to-I editing at the 34^th^ position, and the ADAT is required for such modifications. We showed that *adat2* silencing led to dramatic changes in the ADAT-related tRNA profile in cells, which resulted in genome-wide codon usage-biased ribosome pausing on mRNAs and corresponding changes in the protein landscape in cells. These results highlight the importance of tRNA A34-to-I editing in driving codon usage-biased translation and the role of codon usage in determining proteome profile. Thus, our results provide strong genetic evidence in support of the hypothesis explaining the previously observed correlations between tRNA contents and codon usage biases in bacteria and eukaryotes [35].

It was previously suggested that mRNAs with stretches of ADAT-related codons are more dependent on I34-tRNAs for their translation (10–11). In addition, I34 modification efficiency during different cell developmental stages may be dynamic [47], indicating that the translation regulation by tRNA I34 modification during cell growth and differentiation is complex. The roles of tRNA A34I modification in modulating codon usage-dependent ribosome decoding rates and protein translation established here by genetic, biochemical and bioinformatics analyses in this study suggest that tRNA A34I modification play an important role in shaping protein landscape in diverse organisms and at different developmental stages.

The silencing of *adat2* expression triggered a response similar to amino acid starvation: both repressed the expression of RPGs and promoted the expression of AASGs (Fig 6E). We also found that the *Neurospora* ortholog of yeast GCN4, CPC-1, is a key mediator of the transcriptional response of AASGs to *adat2* silencing (Fig 7). Similar to that the amino acid starvation triggers GCN4p induction in yeast [62,71], the *adat2* silencing induced the expression of CPC-1 at the translational level. Interestingly, *adat2* silencing also resulted in an increase of translation initiation events at uORF2 of *cpc-1*. To determine whether a similar observation is also seen for yeast *GCN4*, we analyzed two previous ribosome profiling results, in which *GCN4* translation was activated by the addition of 3-AT or deletion of a gene (*kti11*) involved in tRNA modification [77,78]. As shown in S10 Fig, both 3-AT treatment and *kti11* deletion resulted in a dramatic increase of translation from *GCN4* ORF without a decrease of translation initiation from the uORFs, but with an increased translation from either uORF3 or uORF4. Together, these results suggest that an overall increase of translation initiation events on *GCN4* and *cpc-1* mRNAs plays an important role in activating their translation.

Protein synthesis is one of the most energy consuming processes in cells [79]. The codon usage of both of RPGs and AASGs is more optimized than the average of genomes in almost all organisms. When cells encounter extracellular or intracellular stress conditions, the rebalance of various biological processes may be critical for cell survival. Under stress conditions, cell survival has a priority over cell proliferation, so that the synthesis of RPGs is repressed to decrease global translation activity while the synthesis of AASGs is activated to promote cell survival. During this transition, CPC-1 plays a critical role in adapting cells to stress conditions.

In addition to the I34 modification of tRNAs, the wobble bases of several Leu, Thr, Lys, Gln, and Glu tRNAs have also been shown to be modified, and these modifications may influence the translation of codon-biased transcripts [4,5,80]. Moreover, changes in tRNA expression profiles in different growth conditions and tissues have also been implicated in the regulation of protein expression [41,81–83]. Together, these results suggest that tRNA modifications and the regulation of tRNA expression represent an important mechanism to control gene expression in eukaryotic organisms.

## Materials and methods

### Strains and growth conditions

*N*. *crassa* strain 301–6 (*bd*, *A*, *his-3*) was used as the host strain for *his-3*-targeting *adat2* silencing construct. 87–3 (*bd*, *a*; clock WT) was used as the control in this study. Liquid cultures were grown in 0.1% glucose medium (1 × Vogel’s, 0.1% glucose and 0.17% arginine) unless otherwise specified. Race tube medium contained 1 × Vogel’s, 0.1% glucose, 0.17% arginine, 50 ng ml^-1^ biotin and 1.5% agar. All strains were cultured on slants containing 1 × Vogel’s, 2% sucrose and 1.5% agar before performing various experiments. All the strains were cultured under constant light at room temperature.

### Plasmid constructs and *adat2* silencing

To generate the inducible silencing construct of *adat2*, an 801 bp segment was amplified with the paired primers 5′-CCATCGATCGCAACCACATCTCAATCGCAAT-3′ and 5′-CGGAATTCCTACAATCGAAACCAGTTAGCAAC-3′ and a 733-bp segment was amplified with the paired primers 5′-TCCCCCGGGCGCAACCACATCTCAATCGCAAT-3′ and 5′-CGGAATTCCATATCCAAAGCCTCCCTCATG-3′. These two segments were the same except that the terminus of the former contains a 68-bp intron sequence of *adat2*. This sequence has no similarity with any other regions of the *Neurospora* genome. These two segments were then ligated into a plasmid named qa.5myc.6His in an opposite orientation. The construct was then integrated into the genome at the *his-3* locus through electrotransformation. Transcription of the long dsRNA was under the control of the inducible *qa-2* promoter. The *adat2*-specific dsRNA and siRNA can be induced by the addition of QA (1×10^−2^ M). Homokaryon strains were obtained by microconidia purification.

### Quantitative MS analysis and database search

For quantitative MS analysis, fresh conidia of the WT strain and Si*adat2* were cultured in liquid medium without arginine (1 × Vogel’s, 0.1% glucose) and with 10^−2 ^M QA (pH = 5.8). To label the proteins in the WT strain and Si*adat2*, ^15^NH_4_Cl and ^14^NH_4_Cl (Cambridge Isotope Laboratories) were used to replace NH_4_NO_3_ in the Vogel’s medium, respectively. The fresh conidia were cultured in plates for three days and then the cultures were cut into small discs. The discs were cultured in the identical medium with orbital shaking (200 rpm) for one more day before sample collection. Total proteins were extracted and precipitated with ten volumes of pre-chilled (-20°C) acetone overnight. The samples were then centrifuged at 14000g for 20 minutes at 4°C before washing the pellets with pre-chilled acetone three times. Approximate 100 μg acetone-precipitated protein pellets were suspended with 200 μl of 200 mM triethyl ammonium bicarbonate, and the ^14^N and ^15^N protein samples were combined at equal protein concentration. To digest the proteins, 4 μg of trypsin per 100 μg of proteins was added, and the samples were incubated overnight at 37°C. The resulting tryptic peptides were desalted and fractionated into eight fractions with Thermo Scientific Pierce High pH Reversed-Phase Peptide Fractionation Kit.

Each fraction was separated over analytical capillary columns (50 μm × 15 cm) packed with 5-μm spherical C18 reversed phase material (YMC). A Waters nanoAcquity UPLC system was used to generate the following HPLC gradient: 0–30% B in 75 min, 30–70% B in 15 min, 70–90% B in 5 min (A: 0.1% formic acid in water, B: 0.1% formic acid in acetonitrile). The eluted peptides were sprayed into Q Exactive mass spectrometer (Thermo Scientific) equipped with a nano-ESI ion source. The mass spectrometer was operated in data-dependent mode with one MS scan followed by ten high-energy collisional dissociation scans for each cycle. Database searches were performed on an in-house Mascot server (Matrix Science Ltd.) against the *Neurospora* protein database. The search parameters were set as follows: 7 ppm mass tolerance for precursor ions; 0.02 Da mass tolerance for product ions; three missed cleavage sites were allowed for trypsin digestion; enzyme was chosen as semi-trypsin which allows non-specific cleavage at peptide N-terminus; protein N-terminal acetylation, methionine oxidation, cysteine carbamidomethylation variable modifications were included; quantification method was defined as ^15^N Metabolic. The search results were filtered with both peptide significance threshold and expectation cutoff value of 0.05. The quantification of the ratios of ^14^N/^15^N peptide pairs was performed automatically by Mascot Distiller. The average is the geometric mean and the standard deviation is geometric standard deviation SD (geo). Only data with SD (geo) < 1000 was retained for further analysis.

### Quantitative reverse transcription PCR (qRT-PCR)

For qRT-PCR, the culture conditions are as follows: fresh conidia (one week post inoculation on slants) of the WT strain and Si*adat2* were cultured in 50 ml liquid growth medium (1 × Vogel’s, 0.1% glucose and 0.17% arginine) with 10^−2^ M QA (pH = 5.8) in plates at room temperate for three days. The cultures were cut into small discs with a diameter of 1 cm, and then the discs were transferred into flasks with the same liquid medium and were grown with orbital shaking (200 rpm) for one more day before sample collection. RNA extraction and qRT-PCR were performed as previously described [84]. For qRT-PCR, the *N*. *crassa* gene coding for β-tubulin was used as an internal control. The primer pairs 5′-CCGAACTTGAGACGCCTGAGGA-3′, 5′-CCAGAGTAGGACAGCAGAGCACAA-3′and 5′-GCGTATCGGCGAGCAGTT-3′, 5′-CCTCACCAGTGTACCAATGCA-3′ were used to amplify the *adat2* and β-tubulin gene, respectively.

### Phosphorylation level assay of eIF2α

To examine the phosphorylation level of eIF2α, fresh conidia of the WT strain and Si*adat2* were cultured in 50 ml liquid growth medium (1 × Vogel’s, 0.1% glucose and 0.17% arginine) with 0.5×10^−2 ^M QA (pH = 5.8) in plates at room temperate for two days. The cultures were cut into small discs and were cultured in the same liquid medium with orbital shaking (200 rpm) for 10 h before sample collection. 3-aminotriazole (3-AT, a final concentration of 5mM) was added in the 3-AT treated WT sample. Protein extraction and western blot analysis were performed as previously described [85]. Phosphatase inhibitors (25mM NaF, 10mM Na_4_P_2_O_7_.10H_2_O, 2mM Na_3_VO_4_, and 1mM EDTA) were added to protein extraction buffer. PVDF membrane was blocked with PBST containing only 5% bovine serum albumin. The primary antibodies used for detecting the phosphorylation level of eIF2α and protein level of eIF2α were recombinant Anti-EIF2S1 (phospho S51) antibody [E90] (abcam, Cat NO.: ab32157) and Anti-EIF2S1 antibody (abcam, Cat NO.: ab137626), respectively. Densitometry was performed using Image J.

### Codon manipulation, indices calculation and data collection from databases

The codons of luciferase gene were optimized or de-optimized based on the *N*. *crassa* codon usage frequency from the Codon Usage Database (https://www.kazusa.or.jp/codon/cgi-bin/showcodon.cgi?species = 5141). The mutated sites for the optimized or de-optimized versions of luciferase gene are shown in S11 Fig. The CBI and tAI were calculated using CodonW [19] and stAIcalc [86], respectively. The tRNA copy number-related data of 959 organisms was collected from GtRNAdb database (http://gtrnadb.ucsc.edu/GtRNAdb2/). The codon usage frequency data of the 959 organisms was collected from Codon Usage Database (https://www.kazusa.or.jp/codon/). The ADAT-related NNC codon content for each gene was determined by the total number of the eight ADAT-related NNC codons divided by the total codon number in this gene.

### Preparation of *N*. *crassa* cell free lysates, *in vitro* translation, and *in vitro* luciferase reporter assay

For preparation of *N*. *crassa* cell free lysates, fresh conidia of the WT strain and Si*adat2* were cultured in liquid medium (1 × Vogel’s, 0.1% glucose, 0.17% arginine, and 10^−2 ^M QA (pH = 5.8)) in plates for two days and then the cultures were cut into small discs. The discs were cultured in liquid medium (1 × Vogel’s, 0.1% glucose, 0.17% arginine and 5×10^−3 ^M QA (pH = 5.8)) with orbital shaking (200 rpm) for 16 h before sample collection. The *N*. *crassa* cell free lysates were prepared as previously described [31,56]. To prepare the mRNA templates for *in vitro* translation, the *in vitro* transcription method was used as previously described [31]. The *in vitro* translation approach and luciferase reporter assay were the same as previously described [31] except that the luminescence signals were recorded continuously in 10-s intervals.

### Ribosome profiling

For ribosome profiling, the culture conditions of the WT and Si*adat2* strains are the same as described in the section of qRT-PCR experiment. CHX (final concentration of 50 μg/ml) was added to stabilize ribosomes prior to footprinting 10 min before sample collection. To rule out the possible effect of CHX treatment or different concentrations of glucose in medium, the ribosome profiling results of the WT strain cultured in 0.1% and 2% glucose medium without CHX treatment were also used to compare with that treated with CHX. All samples were separated into two parts: one part was used for ribosome profiling and the other part was used for accompanying RNA-seq, which was used to normalize the RPFs data. The ribosome profiling was performed using the protocol for ARTseq Ribosome Profiling Kit (Yeast) as described previously [31]. CHX (final concentration of 0.1 mg/ml) was also added at the RNA extraction step of all samples. We did not perform the Ribo-Zero depletion of rRNA; the reads from rRNA contamination were deleted by the downstream bioinformatics analysis. All the libraries were subjected to Illumina HiSeq2000 sequencing. The result indicated CHX treatment and different concentrations of glucose did not have a significant effect on the relative codon occupancy in *Neurospora* (S5 Fig), which is consistent with the results from previous research [87,88].

### Bioinformatics analysis of ribosome profiling results

For both of the ribosome profiling and the accompanying RNA-seq experiment, the adaptors in raw reads were removed and the reads shorter than 25 nt were discarded. In the ribosome footprint libraries, for the first experiment, the total reads were 89.58 million and 92.48 million for the WT strain and Si*adat2*, respectively. For the second independent biological replicate, the total reads were 76.50 million and 138.43 million for the WT strain and Si*adat2*, respectively. After removing the rRNA sequences and tRNA sequences, the remaining reads were mapped to the *N*. *crassa* reference sequences (coding sequences with upstream 100 bp and downstream 100 bp) using Bowtie2. One mismatch in the seed sequence was allowed during mapping. Only reads with unique match to the reference were retained for further analysis. The majority of footprint reads aligning to the reference sequences had a length between 28 and 33 nt (S2A Fig), within the range of previous observations [89–91]. Mapped RPFs of 28–32 nt long were selected to determine the codon occupancy. The ribosomal A sites where codon selection occurs were considered as nucleotide positions 16–18 and the 5' most nucleotide of each sequenced read was taken as position 1 [57]. After assigning the A site codons, the proportions of in-frame reads for the WT strain and Si*adat2* were 85.6% and 86.7%, respectively (S2B Fig). All out-of-frame reads were excluded from further analysis. To exclude the effect of the translation initiation and termination on ribosome occupancy, footprint reads mapping within the first and last 15 codons of coding sequences were excluded from our analyses. To compare different samples, normalization factors were introduced based on the total reads mapped to the reference, including RPFs, reads from rRNAs and tRNAs. The total reads were assumed to be equivalent for all samples. The transcript level of each gene was measured by RPKM, calculated as described previously [31]. To measure the relative codon occupancy of each codon in each codon family within A site, A+1 site, E site and P site, we used this method: RPFs at a given codon at a given position were normalized to the average per-codon read density in its open reading frame (ORF) [92]. To reflect the rank change of the relative codon occupancy and characterize their difference between the Si*adat2* and WT strains in each ADAT-related codon family, the relative codon occupancy of each codon was further transformed into a z-score using the formula z-score = (x-μ)/δ, where x is the codon occupancy of a codon, μ is the average of the codon occupancy of all codons in this codon family, and δ is the standard deviation of the relative codon occupancy of all codons in this codon family. This method can be used for comparison the relative codon occupancy between codons within each codon family, but it is affected by the average per-codon read density in ORFs. Because the average per-codon read density of most of the genes in the Si*adat2* is higher than that in the WT strain, which leads to systematically lower codon occupancy values in the Si*adat2*, therefore, it is not suitable for comparison of absolute codon occupancy between the WT strain and Si*adat2*. For the measurement of absolute codon occupancy, we used a previously reported method [31]. Briefly, the frequency of each codon within different sites was calculated and normalized to library size (total reads). The normalized frequency of each codon was further normalized to the mRNA level (RPKM). All quotients of each codon were summed and divided by the total number of the codon in this analysis, which is referred as the absolute codon occupancy for each sense codon. The analyses of ribosome profiling data were achieved through a collection of customized scripts written in Perl and R, which were uploaded to GitHub (https://github.com/lxlscc0715/scripts-for-ribosome-profiling-and-RNA-seq). Note that very similar results were obtained in the two independent biological replicates using these methods (S3A–S3F Fig).

To measure the ribosome density of all detected genes by ribosome profiling experiment, only the in-frame footprint reads were counted for each gene. The ribosome density of each gene was defined as the number of the mapped RPF reads per kilo base per million (RPKM of RPFs) divided by mRNA level (RPKM, obtained by the accompanying RNA-seq results).

### tRNA-seq and mRNA-seq

The tRNA-seq and mRNA-seq libraries were generated from the WT and Si*adat2* cultures with culture conditions identical to those described in the section of qRT-PCR experiment. To exclude the possible effect of amino acid starvation condition on tRNA I34 modification, the WT strain culture was treated with 5 mM 3-AT for 8 h before sample collection. Total RNAs were extracted using Trizol reagents (Invitrogen) and treated with DNase (Turbo DNase, Ambion). For tRNA-seq, the low molecular weight RNAs were enriched from total RNA samples as follows: An equal volume of total RNAs were mixed thoroughly with 10% PEG-8000 and 1 M NaCl and placed on ice for 30 min. After centrifugation at 14000g for 10 min, the supernatant was transferred in a new tube containing 3 volumes of 100% ethanol and 0.1 volume NaOAc. The samples were precipitated at -20°C for 2 h before centrifugation at 12000 rpm for 10 min. The pellets were washed twice using 70% ethanol and air dried before being dissolved in RNase-free water. tRNAs were further enriched by size selection (50–200 bp) in 12% TBE-urea gels (8 M urea, 12% 19:1 acrylamide/bisacrylamide, 1×TBE). The tRNAs were then de-aminoacylated in 50 mM Tris-HCl (pH 9.0) and incubated at 37°C for 30 min. The reaction was neutralized by the addition of an equal volume of 50 mM buffered acetate (pH 4.5) and 100 mM NaCl. tRNA libraries were prepared according to the protocol for ARTseq Ribosome Profiling Kit described previously [31]. Briefly, a 3’ adaptor was ligated into the tRNAs after end repair of the samples. RNAs were then reverse-transcribed at 50°C for 1 h (SuperScript III cDNA synthesis kit, Invitrogen). After cDNA size selection in 12% TBE-urea gels, the cDNAs were cyclized, followed by 12-cycle PCR amplification with Phusion DNA polymerase (Thermo Scientific). The PCR libraries were subjected to Illumina HiSeq2000 sequencing. The mRNA-seq was performed by Joint Genome Institute (JGI). The tRNA-seq and mRNA-seq reads that mapped uniquely to the reference with at most two mismatches were considered. The tRNA and mRNA references were from GtRNAdb(http://gtrnadb.ucsc.edu/GtRNAdb2/genomes/eukaryota/Neur_cras_OR74A/) and GenBank (https://www.ncbi.nlm.nih.gov/bioproject/13841), respectively.

The raw and processed sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus under accession number GSE130155.

### Gene functional enrichment analysis

The functional category enrichment (including Gene Ontology (GO), Interpro, and KEGG terms) was analyzed with the functional annotation tool of the DAVID bioinformatics web server (http://david.abcc.ncifcrf.gov/). For each enrichment analysis, the up-regulated or down-regulated genes in the Si*adat2* strain compared with the WT strain, at the ribosome density level, protein level or mRNA level, were used as the targeted gene lists, and the whole genome annotation was used as background. The enriched genes of each functional category, the enrichment fold, and the various statistical parameters of the enrichment analysis including p-values, Bonferroni-corrected p-values, Benjamini-corrected p-values, and FDR values are listed in Supplementary S1 Table. The functional categories shown in figures in the main text come from KEGG database annotation.

## Supporting information

S1 Fig tRNA-seq experiments for wild-type *Neurospora* samples under different growth conditions. **(A)** Samples for tRNA-seq were from mycelia dics cultured in liquid rich medium (2% glucose medium), aerial hyphae and conidia cultured in solid minimal medium, respectively. **(B)** The results of an independent biological replicate of the tRNA-seq for the WT and Si*adat2* strains and the WT strain treated with 3-AT (WT+3AT), corresponding to Fig 2C. Bar charts showing the proportions of G, A, C, and U contents at the position 34 of each tRNA detected by tRNA sequencing. Inosine was read as G by sequencing. The tRNA species with anticodons are indicated at the top of each bar chart.
(PDF) Click here for additional data file.

S2 Fig Ribosome profiling data analysis. **(A)** The length distributions of all mapped reads from the WT and Si*adat2* strains. **(B)** The proportions of in-frame reads and out-of-frame reads from the WT and Si*adat2* strains. **(C)** Average coverage of 5’ nucleotides from ribosome footprint reads mapping near start codons (left) and stop codons (right) across all transcripts in the WT (upper) and Si*adat2* (lower) strains. Clear periodicity was seen in both samples.
(PDF) Click here for additional data file.

S3 Fig The reproducibility of ribosome profiling experiment in this study. **(A, B)** Correlation of the relative codon occupancy of the WT strain (A) and the Si*adat2* (B) between two independent biological replicates. **(C)** Correlation of the relative codon occupancy change fold of the WT strain and Si*adat2* between two independent biological replicates. **(D, E)** Correlation of the absolute codon occupancy of the WT strain (D) and the Si*adat2* (E) between two independent biological replicates. **(F)** Correlation of the absolute codon occupancy change fold of the WT strain and Si*adat2* between two independent biological replicates.
(PDF) Click here for additional data file.

S4 Fig Comparison of the relative codon occupancy within A, A+1, P and E sites, related to Fig 4A and 4B. **(A)** Comparison of the relative codon occupancies in each ADAT-related codon family between the WT and Si*adat2* strains. Red and blue indicate the ADAT-related NNC and NNU codons, respectively. **(B)** The relative codon occupancies of the eight ADAT-related codons in each family within A+1, P and E sites. The relative codon occupancy values in each codon family were normalized and centralized by z-score transformation. The averages of the relative codon occupancies from two independent biological replicates for the WT and Si*adat2* strains, respectively, are shown in A and B.
(PDF) Click here for additional data file.

S5 Fig The CHX treatment of cultures before sample collection and the glucose concentration in medium had little effect on the relative codon occupancy in *N*. *crassa*. **(A, B)** Correlation of the relative codon occupancy of 61 codons between samples with/without CHX treatment (all samples were cultured in 0.1% glucose medium). **(C)** Comparison of the relative codon occupancy in the eight ADAT-related codon families from cultures with/without CHX treatment (cultured in 0.1% glucose medium or 2% glucose medium as indicated).
(PDF) Click here for additional data file.

S6 Fig Ribosome profiling results demonstrated that limited carbon source and amino acid starvation did not alter the relative codon occupancy of ADAT-related NNC and NNU codons *in vivo*. The relative codon occupancy values in each ADAT-related codon family were normalized and centralized by z-score transformation. Cultures were grown in rich carbon source medium (2% glucose medium), low carbon source medium (lowC, 0.1% glucose medium), low carbon and no nitrogen source medium (lowC & noN, 0.1% glucose medium without nitrogen source) and lys4 deletion mutant (Δlys4) cultured in 2% glucose medium with 2 mg/mL lysine, respectively.
(PDF) Click here for additional data file.

S7 Fig The effect of *adat2* silencing on codon occupancy fold changes of non-ADAT-related codons in the Si*adat2* compared with that in the WT strain, related to Fig 4C. Genome-wide codon usage frequency (numbers per thousand codons, upper panel) in *N*. *crassa* and codon occupancy change folds (lower panel) in non-ADAT-related codon families between the Si*adat2* and WT cells. Data from two independent biological replicates are shown. The codon occupancy values are normalized to that of the most occupied codon (5’-CGA-3’, arginine).
(PDF) Click here for additional data file.

S8 Fig A scattered plot showing the ribosome density of each gene in the WT and Si*adat2* strains in the second independent biological replicated experiment, related to Fig 5A. The genes with up-regulated, down-regulated, and unchanged ribosome density in the Si*adat2* compared to the WT strain are indicated by green, blue, and yellow dots, respectively. RPGs are marked as red dots.
(PDF) Click here for additional data file.

S9 Fig The reproducibility of quantitative MS and mRNA-seq experiments in this study. **(A)** The correlation of protein level fold change (Si*adat2*/WT) in two independent biological replicates, detected by quantitative MS analysis. **(B)** The correlation of mRNA levels in the WT strain in two independent biological replicates. **(C)** The correlation of mRNA levels in the Si*adat2* in two independent biological replicates.
(PDF) Click here for additional data file.

S10 Fig Ribosome occupancy of *GCN4* transcript in yeast from two previous studies. A schematic of the *GCN4* transcript is shown at the top. The histograms in red box represent the normalized number of RPFs on each codon of *GCN4* transcript in the BY4741 (background strain) and *kti11*Δ strains [78]. The histograms in blue box represent normalized number of the RPFs on each codon of the *GCN4* transcript in yCW30 with/without 3-AT treatment (Guydosh & Green, 2014).
(PDF) Click here for additional data file.

S11 Fig Multiple sequence alignments of the coding sequences of the WT and the codon optimized or de-optimized versions of luciferase. * indicates conserved sites.
(PDF) Click here for additional data file.

S1 Table Gene functional enrichment analyses based on ribosome density, protein level and mRNA level differences in the Si*adat2* compared to the WT strain. (XLSX) Click here for additional data file.

S2 Table The results of qualitative MS experiments. (XLSX) Click here for additional data file.

S3 Table The results of mRNA-seq experiments. (XLSX) Click here for additional data file.

# Supplementary material for: Adaptation of codon usage to tRNA I34 modification controls translation kinetics and proteome landscape
**Source:** PLoS Genet. 2020 Jun 1;16(6):e1008836. doi: 10.1371/journal.pgen.1008836
**Supplement:** S11 Fig — * indicates conserved sites.

# S11 Fig

## For luciferase gene coding sequence:

|               |                                                                                                                                                                                                                                          |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| OPT (C→U)–luc | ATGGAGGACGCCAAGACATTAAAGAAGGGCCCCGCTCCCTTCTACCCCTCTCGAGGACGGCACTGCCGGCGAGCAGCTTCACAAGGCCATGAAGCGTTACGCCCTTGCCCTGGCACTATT                                                                                                                 |
| OPT–luc       | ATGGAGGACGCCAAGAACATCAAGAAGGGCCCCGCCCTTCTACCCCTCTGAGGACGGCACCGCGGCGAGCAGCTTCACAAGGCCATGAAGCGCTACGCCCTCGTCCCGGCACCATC                                                                                                                     |
| WT–luc        | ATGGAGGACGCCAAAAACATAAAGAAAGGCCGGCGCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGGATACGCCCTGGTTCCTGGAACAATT<br>*****<br>*****                                                                                                  |
| OPT (C→U)–luc | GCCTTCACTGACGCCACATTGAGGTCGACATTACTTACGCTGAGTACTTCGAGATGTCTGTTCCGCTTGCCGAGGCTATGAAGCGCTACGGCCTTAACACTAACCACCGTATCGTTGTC                                                                                                                  |
| OPT–luc       | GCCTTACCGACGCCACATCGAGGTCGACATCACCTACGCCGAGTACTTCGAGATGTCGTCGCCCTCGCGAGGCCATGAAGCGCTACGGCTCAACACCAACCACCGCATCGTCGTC                                                                                                                      |
| WT–luc        | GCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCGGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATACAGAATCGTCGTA<br>** ** ** ** ** ** ** ** **<br>*****                                                                           |
| OPT (C→U)–luc | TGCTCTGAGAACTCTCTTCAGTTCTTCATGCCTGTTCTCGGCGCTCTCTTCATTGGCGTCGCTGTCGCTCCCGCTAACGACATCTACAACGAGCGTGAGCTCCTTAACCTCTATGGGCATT                                                                                                                |
| OPT–luc       | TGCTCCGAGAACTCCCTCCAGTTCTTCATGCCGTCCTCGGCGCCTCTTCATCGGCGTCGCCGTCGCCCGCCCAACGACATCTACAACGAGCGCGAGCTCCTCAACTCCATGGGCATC                                                                                                                    |
| WT–luc        | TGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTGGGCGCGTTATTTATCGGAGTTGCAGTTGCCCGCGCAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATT<br>*** ** ***** ** ** ***** ***** * ***** * ** ** ** ** **<br>*****                                               |
| OPT (C→U)–luc | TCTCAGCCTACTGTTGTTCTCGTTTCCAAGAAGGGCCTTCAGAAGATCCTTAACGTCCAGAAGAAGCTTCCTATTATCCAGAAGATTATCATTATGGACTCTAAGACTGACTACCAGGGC                                                                                                                 |
| OPT–luc       | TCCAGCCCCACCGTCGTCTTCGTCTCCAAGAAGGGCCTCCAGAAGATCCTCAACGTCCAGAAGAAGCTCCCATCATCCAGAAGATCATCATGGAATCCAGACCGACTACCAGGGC                                                                                                                      |
| WT–luc        | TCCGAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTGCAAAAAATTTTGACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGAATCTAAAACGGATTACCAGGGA<br>** ***** ** ** ***** ***** ***** * ** ** ** * ***** ** ** ***** ** ** ***** ** ** ***** ** ** *****            |
| OPT (C→U)–luc | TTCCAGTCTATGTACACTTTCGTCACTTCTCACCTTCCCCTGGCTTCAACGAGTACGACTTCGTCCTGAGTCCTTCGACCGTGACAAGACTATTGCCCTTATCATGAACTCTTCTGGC                                                                                                                   |
| OPT–luc       | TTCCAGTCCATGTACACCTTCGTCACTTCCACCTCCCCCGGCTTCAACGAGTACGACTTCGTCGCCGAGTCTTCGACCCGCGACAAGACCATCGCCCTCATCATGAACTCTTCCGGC                                                                                                                    |
| WT–luc        | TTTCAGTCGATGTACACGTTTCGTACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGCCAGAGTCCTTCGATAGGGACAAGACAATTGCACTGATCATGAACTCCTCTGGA<br>** ***** ***** ***** ** ** ** **<br>*****                                                                      |
| OPT (C→U)–luc | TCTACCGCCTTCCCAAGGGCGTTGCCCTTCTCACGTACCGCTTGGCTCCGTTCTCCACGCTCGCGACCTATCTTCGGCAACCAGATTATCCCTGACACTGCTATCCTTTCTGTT                                                                                                                       |
| OPT–luc       | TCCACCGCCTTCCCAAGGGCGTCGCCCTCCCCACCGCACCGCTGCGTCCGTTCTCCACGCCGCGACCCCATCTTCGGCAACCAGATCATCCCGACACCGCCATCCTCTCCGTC                                                                                                                        |
| WT–luc        | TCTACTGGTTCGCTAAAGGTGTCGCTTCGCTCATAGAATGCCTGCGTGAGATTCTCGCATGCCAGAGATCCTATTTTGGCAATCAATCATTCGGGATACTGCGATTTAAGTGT<br>** ** ** ** **<br>*****                                                                                             |
| OPT (C→U)–luc | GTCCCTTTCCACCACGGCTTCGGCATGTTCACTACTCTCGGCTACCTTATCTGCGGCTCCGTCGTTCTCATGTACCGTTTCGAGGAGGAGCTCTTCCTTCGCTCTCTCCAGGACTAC                                                                                                                    |
| OPT–luc       | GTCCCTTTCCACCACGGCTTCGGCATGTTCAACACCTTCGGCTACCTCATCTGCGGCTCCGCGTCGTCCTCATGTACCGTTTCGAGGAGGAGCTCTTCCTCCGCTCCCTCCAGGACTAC                                                                                                                  |
| WT–luc        | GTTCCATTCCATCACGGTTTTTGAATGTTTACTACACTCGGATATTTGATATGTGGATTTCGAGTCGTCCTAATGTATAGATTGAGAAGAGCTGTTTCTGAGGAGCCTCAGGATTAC<br>** ** ***** ** ** ***** ** ** ***** ** * ** ** ** **<br>*****                                                   |
| OPT (C→U)–luc | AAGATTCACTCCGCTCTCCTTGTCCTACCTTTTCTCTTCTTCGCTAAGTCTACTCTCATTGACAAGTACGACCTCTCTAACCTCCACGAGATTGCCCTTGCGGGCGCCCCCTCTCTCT                                                                                                                   |
| OPT–luc       | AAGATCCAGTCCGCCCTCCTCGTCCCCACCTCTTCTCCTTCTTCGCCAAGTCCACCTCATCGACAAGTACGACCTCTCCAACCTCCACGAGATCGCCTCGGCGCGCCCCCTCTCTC                                                                                                                     |
| WT–luc        | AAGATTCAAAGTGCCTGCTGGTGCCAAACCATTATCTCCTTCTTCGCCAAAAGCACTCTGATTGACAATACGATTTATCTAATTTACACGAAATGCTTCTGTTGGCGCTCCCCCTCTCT<br>***** **    ** ** ** **<br>*****                                                                              |
| OPT (C→U)–luc | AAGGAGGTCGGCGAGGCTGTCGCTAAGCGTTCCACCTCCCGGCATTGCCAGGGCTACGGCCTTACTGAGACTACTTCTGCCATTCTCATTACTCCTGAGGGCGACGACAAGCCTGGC                                                                                                                    |
| OPT–luc       | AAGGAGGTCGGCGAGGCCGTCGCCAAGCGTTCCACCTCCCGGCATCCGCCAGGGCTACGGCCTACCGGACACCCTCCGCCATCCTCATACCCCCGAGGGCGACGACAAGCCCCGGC                                                                                                                     |
| WT–luc        | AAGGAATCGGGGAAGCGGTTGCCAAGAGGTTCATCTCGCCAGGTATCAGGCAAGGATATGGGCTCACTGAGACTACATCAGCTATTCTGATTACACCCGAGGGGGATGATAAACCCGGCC<br>***** ***** ** ** ** * ** ** ** * ** ** ** * ** ** ** * ** ** * ** ** * ** ** * ** ** * ** * ** ** * ** * ** |

|                |                                                                                                                                         |
|----------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| OPT (C→U) -luc | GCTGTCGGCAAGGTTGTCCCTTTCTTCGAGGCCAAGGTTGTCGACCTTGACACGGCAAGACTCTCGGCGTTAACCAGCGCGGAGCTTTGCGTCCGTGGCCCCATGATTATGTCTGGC                   |
| OPT-luc        | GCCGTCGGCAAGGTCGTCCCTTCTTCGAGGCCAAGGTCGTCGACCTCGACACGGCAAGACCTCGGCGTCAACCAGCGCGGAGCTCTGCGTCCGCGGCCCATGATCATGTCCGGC                      |
| WT-luc         | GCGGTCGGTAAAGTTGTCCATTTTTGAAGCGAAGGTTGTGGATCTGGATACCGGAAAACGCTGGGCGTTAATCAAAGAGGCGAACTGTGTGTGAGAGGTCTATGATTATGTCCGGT                    |
|                | ** ***** ** ** ** ** ** ** ** ** ** ** ** ** ** ** ** ** ** ** ** ** ***** ** ** ** ***** ** ** * ***** ** ** ** * ** ** ***** ***** ** |
| OPT (C→U) -luc | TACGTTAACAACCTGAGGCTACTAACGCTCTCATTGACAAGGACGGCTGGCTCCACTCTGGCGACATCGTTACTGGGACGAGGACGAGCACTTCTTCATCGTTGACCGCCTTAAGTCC                  |
| OPT-luc        | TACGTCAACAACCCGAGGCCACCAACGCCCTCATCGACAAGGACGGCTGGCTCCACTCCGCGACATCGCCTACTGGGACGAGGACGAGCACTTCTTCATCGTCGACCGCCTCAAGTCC                  |
| WT-luc         | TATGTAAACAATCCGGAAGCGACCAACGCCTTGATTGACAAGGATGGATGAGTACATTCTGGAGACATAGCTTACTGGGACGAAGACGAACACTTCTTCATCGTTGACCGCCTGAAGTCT                |
|                | ** ** ***** ** ** ** ***** * ** ***** ** ***** ** ** ** ***** ** ********** ********** **********                                       |
| OPT (C→U) -luc | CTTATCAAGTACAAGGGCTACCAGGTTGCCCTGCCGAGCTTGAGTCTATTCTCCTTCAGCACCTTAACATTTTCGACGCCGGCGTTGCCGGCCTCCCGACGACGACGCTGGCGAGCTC                  |
| OPT-luc        | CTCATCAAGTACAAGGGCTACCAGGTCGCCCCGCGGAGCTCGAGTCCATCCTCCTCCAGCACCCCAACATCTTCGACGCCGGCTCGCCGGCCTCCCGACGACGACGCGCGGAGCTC                    |
| WT-luc         | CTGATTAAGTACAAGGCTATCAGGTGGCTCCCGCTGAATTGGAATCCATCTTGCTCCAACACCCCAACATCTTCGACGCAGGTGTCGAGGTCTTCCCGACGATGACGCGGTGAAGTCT                  |
|                | ** ** ***** ***** ***** ** ** ** * ** ** * ** ** ***** ***** ***** ** ** ** ** ** ** ***** ***** ***** ** ** **                         |
| OPT (C→U) -luc | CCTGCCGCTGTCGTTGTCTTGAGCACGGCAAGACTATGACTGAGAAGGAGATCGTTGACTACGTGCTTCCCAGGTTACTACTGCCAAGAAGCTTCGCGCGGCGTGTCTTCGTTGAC                    |
| OPT-luc        | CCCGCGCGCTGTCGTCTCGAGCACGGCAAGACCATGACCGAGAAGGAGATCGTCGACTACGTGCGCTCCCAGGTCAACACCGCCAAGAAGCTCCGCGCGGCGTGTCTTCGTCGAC                     |
| WT-luc         | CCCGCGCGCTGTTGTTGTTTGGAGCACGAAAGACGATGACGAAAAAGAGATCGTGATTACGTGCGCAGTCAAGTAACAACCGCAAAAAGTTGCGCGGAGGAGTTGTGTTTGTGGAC                    |
|                | ** ***** ** ** ** * ***** ***** ***** ** ** ***** ** ***** ** ** ** * ** ** ***** ** ** ** * ** ** *****                                |
| OPT (C→U) -luc | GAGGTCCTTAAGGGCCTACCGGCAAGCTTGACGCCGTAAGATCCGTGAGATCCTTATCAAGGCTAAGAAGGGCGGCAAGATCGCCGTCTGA                                             |
| OPT-luc        | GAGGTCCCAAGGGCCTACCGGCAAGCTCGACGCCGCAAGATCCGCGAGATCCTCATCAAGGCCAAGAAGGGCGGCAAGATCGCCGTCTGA                                              |
| WT-luc         | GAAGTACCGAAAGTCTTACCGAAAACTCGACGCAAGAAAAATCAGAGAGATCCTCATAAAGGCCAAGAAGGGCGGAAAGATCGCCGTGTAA                                             |
|                | ** ** ** ** ** ** ** ***** ** ** ***** * ** ** * ***** ** ***** ********** ********** * *                                               |

How the deposited data were processed for this re-analysis (not part of the article)

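The series holds 12 libraries of *N. crassa*, with 3 kinds of library from 2 strains and 2 replicates of each. The kinds are ribosome profiling, the mRNA-seq made beside it (accompanying) and a separate mRNA-seq (independent). The strains are WT and Si*adat2*, in which dsRNA against *adat2* is induced by QA. Samples were assigned to strain and replicate from their labels and the methods of the paper. The first ribosome profiling and accompanying libraries carry no replicate number. They were taken as replicate 1 because the others are numbered 2 and the paper reports 2 experiments. The pairing of WT and Si*adat2* within a replicate number comes from the paper for ribosome profiling, where each experiment holds one library of each strain, and from the labels alone for the independent mRNA-seq.

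For the ribosome profiling the authors deposited a signal for each of the 61 sense codons, the absolute codon occupancy. It is the frequency of the codon in the A site divided by the total reads of the library and the mRNA level of the gene and averaged over the positions of the codon. For the accompanying mRNA-seq the authors deposited the count of unique reads in the coding sequence of each gene, an FPKM computed from it, and the codon bias index as a score from CodonW. For the independent mRNA-seq the authors deposited FPKM and coverage of each transcript, with the confidence bounds of FPKM, in tables with the columns of a Cufflinks tracking file. The aligner of these reads is not named in the text of the paper, and the annotation is on assembly NC12. The authors' normalization to library size and length was kept as deposited.

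The read totals of the accompanying libraries, from 961703 to 2777576, leave a median of 35, 63, 77 and 105 reads per listed gene in WT replicate 1, Si*adat2* replicate 1, WT replicate 2 and Si*adat2* replicate 2. Intervals and floors given for shares of these reads are Wilson 95% intervals and 3 reads. They cover counting error only, since the reads carry no molecular identifiers. The depth of the occupancies and of the independent mRNA-seq is unknown, and no interval is given for them.

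Gene identifiers were matched to the NCBI gene table of assembly NC12 for symbols and positions, and 9659 of the 9660 genes were found there. Annotated transcripts of a gene were summed, and genes with a transcript missing from a table were left out. The paper's ratio of strain means past 2-fold was the first criterion, with means above 0 in both strains and no test. limma 3.58.1 in R 4.3.3 was the test for log2(FPKM + 0.1) of genes with a mean of at least 1, with a trend of the variance on the mean, and for log2 codon occupancies relative to CGA, without a trend and with the replicate block. The accompanying counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10, glmQLFit and glmQLFTest), on all 4 libraries and without a block. The design fixed before the data were examined assumed normalized values there and named limma, and edgeR was used because the values are counts. The standard error of an edgeR log2 fold change was taken as its size divided by the square root of the F statistic. All p-values of these models were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Gene sets were compared with two-sided Fisher's exact tests, codon families with exact sign-flip permutation tests, and genes or codons in larger groups with permutation tests of 100000 resamples. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

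The 3 packages for models were run first on simulated data. limma recovered 191 of 200 changed genes (95.5%) among 7018 simulated genes, with 12 unchanged genes among its calls. edgeR recovered 166 of 197 (84.3%) among 7308 genes, with 12 unchanged genes called. DESeq2 1.42.0, an alternative, recovered 135 of 200 (67.5%) among 7685. limma on simulated occupancies recovered 30 of 30 changed codons among 60. The planted changes were larger than those of most genes and codons in the data. The noise given to the simulated codons was smaller than the spread in the real fit. These shares therefore do not tell how many changes of the size seen in the data would be recovered.

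The genes named in the text follow a rule that was fixed in advance. It takes every gene the paper names for which a table pairs a symbol with an identifier, the genes of mating type and of the *qa* cluster, and the 5 higher and 5 lower genes with the largest log2 fold changes among those with an adjusted p under 0.05, at least 10 FPKM in the higher strain and the same direction in both replicates. Among codons it takes the NNC and NNT codons and the 3 largest and 3 smallest fold changes. *eas*, *con-6*, *ccg-1*, TGC and NCU16635 fall outside it and were chosen after their values were seen. The codons ATA, AGC, TCG and CGA, named where families or the scaling are described, also fall outside it.

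The design of each test, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were other scalings, pseudocounts and filters, the replicate block or its absence, geometric means, another amino acid gene set, other cutoffs for the TE, the accompanying libraries in place of the independent ones, and leaving out each replicate in turn. Assembled transcripts summed with the gene they overlap, transcripts taken singly, genes above 0 in all 4 libraries, crossed replicate numbers, DESeq2, the codon bias index and the genes of the carbohydrate terms were added after the data had been seen. The NNC codon content of genes needs coding sequences and was not analysed here. The relative codon occupancies, the ribosome density of genes, and the tRNA and protein measurements were not analysed here, except for the protein ratios of S2 Table, which are the paper's.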

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

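The tests in this part on cycloheximide, on the direction of genes called in both kinds of mRNA-seq, on conidiation genes and on regions without annotation were chosen only after the results were seen.

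Genes that moved in opposite directions in the 2 kinds of mRNA-seq stand out. Of 6811 genes compared, 78 were higher past 2-fold in the independent and lower past 2-fold in the accompanying libraries labelled Si*adat2*, and 60 the reverse, with every library of one strain on the same side of those of the other in each kind. These 138 genes compare with 327 that rose and 232 that fell in both kinds. The difference between the kinds was not tested gene by gene. Across 7173 genes, Pearson's r of the log2 fold changes was 0.257 (Spearman's rho 0.240), while the replicate pairs within a kind had an r of 0.674 (independent) and 0.781 (accompanying). Across genes these are descriptions, since genes are not independent replicates.

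Several technical explanations were tested. An exchange of strain labels in one kind may be considered, because the median log2 ratio of the amino acid biosynthesis genes relative to all genes was -0.64 in the accompanying libraries. Not taken relative to all genes, the medians of the set were -0.27 there and 2.18 in the independent libraries. Only the sign is that of an exchange, since an exchange alone would give a fall of about the size of the rise. Against it, 31.6% of the 1881 genes called in both kinds were called in opposite directions, where an exchange would give most of them, the overall r is positive, and *cpc-1* rose in both kinds. Few reads per gene would have raised r among deeply read genes, but r was 0.111 for the 1589 genes with at least 100 reads in every accompanying library. Summing assembled transcripts with the gene they overlap gave an r of 0.272, and 124 opposite genes. Taking out gene length gave 0.257. None of these reaches the r within a kind. All 4 accompanying libraries had cycloheximide and none of the independent ones did, and the 2 kinds were also grown and sequenced separately, so the pattern cannot be told apart from a difference in culture, drug or sequencing. A response of amino acid genes to silencing that depends on the culture is one hypothesis among these, and nothing in these libraries separates it from the others.

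Outside the annotated genes, 506 regions carried an assembled transcript in all 4 libraries of the independent mRNA-seq, out of 1900 with one in any library. They had a median of 2.80 FPKM. Of the 506, 77 were higher and 45 lower past 2-fold in Si*adat2* with the libraries of the strains apart (chance separates 16.7% in a given direction, before any fold change is asked for). The paper does not report on them. Genes of the NCBI annotation that the authors' annotation leaves out are not enough to explain them, since 12.5% of the regions overlap one. Ends of neighbouring genes that were assembled apart could account for a part at most, since 46.4% lie within 500 bases of an annotated gene. Repeats, and errors of the assembly itself, were not tested, and no biological explanation was tested.

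The hydrophobin gene *eas* (NCU08457) took 6.95% of the reads of the accompanying library labelled Si*adat2* in replicate 1 (Wilson 95% interval 6.91% to 6.99%) and 5.29% in replicate 2 (5.26% to 5.32%). In the libraries labelled WT it took 0.122% (0.115% to 0.129%) and 0.127% (0.122% to 0.131%). *con-6* (NCU08769) took 1.38% and 1.35% against 0.0878% and 0.0891%. The independent tables of Si*adat2* lack a transcript of *eas*, and *con-6* had 3234 and 4496 FPKM there against 1961 and 1939 in WT. A shift of conidiation and clock-controlled genes as a group was tested with the 12 genes that have *con-* or *ccg-* symbols and enough reads. Their median log2 fold change in the accompanying libraries stood at percentile 25.7 among 10000 random lists matched on level, so the group as a whole did not rise, and *ccg-1* went from 0.536% and 0.511% to 0.731% and 0.708% of the reads. In the independent libraries *ccg-1* was lower in Si*adat2*, with 6052 and 8328 FPKM against 21687 and 19525 in WT. The cause of the high *eas* share was not tested further. A difference in the state of the cultures, such as aerial growth, might be a candidate explanation, and the percentile of 25.7 goes against a rise of all conidiation genes.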

How the results depend on the processing

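The alternatives that use assembled transcripts, transcripts taken singly, genes above 0 in all libraries, crossed replicate numbers, DESeq2, edgeR without its count filter or with a block, genes with at least 100 reads, the codon bias index and the carbohydrate terms were chosen after seeing the data.

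Of 177 recomputed values of the main results, 22 moved, 2 became weaker and 5 reversed. The other 148 are no measure of stability. Counts among them were compared by size alone, as in the 943 genes lower in the accompanying libraries, of which 246 are among the 1030. Fits with a library or replicate left out were compared by direction and size, whatever their p. Correlations were judged by Pearson's r, and with a pseudocount of 1 the permutation p of Spearman's rho of CBI against the mRNA change went from 0.0373 to 0.095. Some codon results cannot change with the scaling. Of 117 recomputed fold changes of the 13 named genes above 0 in all 4 independent libraries, 85 stayed, 16 moved when one replicate was left out, 4 became weaker and 12 reversed. The other 10 named genes are listed at 0 in some library, so that the pseudocount sets their fold change, and they reversed 4 times, in 3 genes.

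All 5 reversals of main results came with the accompanying libraries in place of the independent ones. Under them 8.47% of the amino acid biosynthesis genes, 3.70% of the 2-oxocarboxylic acid genes and 0% of the aminoacyl-tRNA genes were higher past 2-fold, where each share had been above that of the other genes. For the proteasome 0% of the genes were lower past 2-fold, against 11.2% of the other genes (adjusted p = 0.102, Fisher's exact tests). CBI against the mRNA change had an r of -0.217, and CBI against the TE change weakened to -0.023. The genes higher past 2-fold rose to 1994, and limma on the accompanying FPKM called 2308 genes higher and 1204 lower, a split of which the median shift of 0.36 in FPKM is a part, since edgeR called 1760 and 1909 on the same counts. Without the count filter edgeR called 1859 and 1984, and DESeq2 called 1041 higher and 1462 lower. A reversal here is a change of cultures and of drug as well as of processing, and the cause was not tested.

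Reversals of named genes came with the same libraries, with edgeR. The log2 fold changes there were -0.58 (*trp-1*), -1.07 (*arg-12*), -0.07 (*his-3*), -0.56 (*trp-3*), -0.64 (*leu-6*), 2.64 (*qa-1F*), 1.27 (*qa-1S*), 1.90 (*qa-Y*), 1.061 (*qa-3*), 0.43 (*qa-4*), 0.59 (*qa-2*), 1.057 (*qa-X*), -2.79 (*gdh-1*), -0.081 (NCU02772) and 0.22 (NCU06803). *gdh-1* also reversed, to -0.74, when assembled transcripts were summed with the gene.

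Requiring both an adjusted p under 0.05 and a 2-fold change left 950 higher and 833 lower of the limma calls. Dividing the codon occupancies by the median codon in place of CGA left 26 called codons, 11 higher and 15 lower, where 48 had all been higher. As deposited the split was 42 and 3. Neither scaling can move the results within families or between groups of codons. limma with a trend called 47 codons, no replicate block 51, and a replicate block with crossed numbers 54, with same-numbered deviations correlated at r = -0.070.

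In the independent mRNA-seq the replicate block was compared with the fit without it. Same-numbered libraries deviated from their strain means with an r of 0.009 across genes, so the numbers do not pair the cultures. With the replicate block limma called 1316 genes higher and 1649 lower, of which 1291 and 1630 are calls without it. *qa-1S*, *qa-3* and *qa-2* were not called with the replicate block (adjusted p = 0.0718, 0.0665 and 0.0776 from limma). Past 2-fold in both replicate pairs were 832 genes higher and 654 lower. The proteasome share was then 18.2% (adjusted p = 0.123, Fisher's exact tests), where it was 30.4% without the block. In the accompanying libraries the r of same-numbered deviations was 0.221, and edgeR with the replicate block called 2027 higher and 2126 lower.

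Leaving out each library in turn gave from 2.70% to 6.85% of RPGs past 2-fold and from 22.7% to 34.8% of the proteasome genes lower. The proteasome was past the threshold without WT replicate 1 or Si*adat2* replicate 1 (adjusted p = 0.00708 and 0.00689, Fisher's exact tests) and not without WT replicate 2 or Si*adat2* replicate 2 (adjusted p = 0.116 and 0.0974). The NNT codon was the lowest in 3 families with replicate 1 alone and in 5 with replicate 2 alone. The counts past 2-fold went from 1103 to 1259 and from 900.0 to 1071. The r between the kinds of mRNA-seq lay between 0.238 and 0.258 in 8 such fits. It was 0.291 with a pseudocount of 1, 0.299 for a mean of at least 10, 0.111 for at least 100 reads, 0.272 with assembled transcripts and 0.324 for genes above 0 in all 4 libraries, and it stayed below the 0.674 within a kind in each.

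NNC codon content against the mRNA and TE changes was not run. Low read totals limit the accompanying libraries, in which 1618 genes have at least 100 reads in each.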

Differences from the paper's values

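Pearson's r between the replicates of the independent mRNA-seq was 0.996 in WT, where the paper gives 0.99, and 0.973 in Si*adat2*, where the paper gives 0.98. The alternative set before the data were examined, r on log2(FPKM + 0.1), gave 0.961 and 0.949 and did not close either gap. Spearman's rho (0.973 and 0.964), summing assembled transcripts (0.996 and 0.970), genes above 0 in all 4 libraries (0.997 and 0.974) and genes above 0 in both libraries of the strain (0.997 and 0.974), all chosen after seeing the values, did not close them either. Over the transcripts given in S3 Table, 1997 in WT and 1532 in Si*adat2*, r was 0.990 and 0.976, which round to the paper's values, and this setting was chosen after seeing the values. Pearson's r on log2 values of genes above 0 in all 4 libraries, also chosen after seeing the values, was 0.989 and 0.984, which closes both gaps too. Without the gene with the largest difference, chosen after seeing the values, r was 0.977 in Si*adat2*, which closes that gap, and 0.995 in WT, which does not.

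The paper draws the larger fold changes of Fig 4C as those of its first experiment, with ATC at about 2.6 there and about 1.8 in the second, read by eye. In the deposited libraries ATC was 1.84 in replicate 1, the pair of libraries without a number, and 2.62 in replicate 2. The paper states that codon families outside the ADAT-related ones were affected less. The mean log2 fold change of the ADAT-related codons minus that of the others was -0.07 here, and the NNC codons alone exceeded the others by 0.25. The paper states correlations above its limit of 0.96 for all occupancies, and r of the absolute occupancies in Si*adat2* was 0.960 (0.95966 before rounding). The paper places TCG below TCC in Si*adat2* on its relative scale. On the absolute scale TCG was 0.0366 and TCC 0.0322. The paper names the NNT codon as lowest for Pro and Val, which held in the mean of the Si*adat2* libraries and in replicate 2, and in replicate 1 CCC and GTC were lower, at 0.0498 and 0.0445.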

Other observations

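The tests in this part on codon occupancy and on reads from the silencing transgene were chosen only after the results were seen.

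The C-ended codon rose more than its T-ended partner outside the ADAT-related families too, by a mean of 0.19 on the log2 scale in 7 pairs, against 0.29 in the 8 ADAT-related families. The difference of 0.10 between the groups was not past the threshold (exact two-sided permutation test, p = 0.154), so these pairs do not separate an effect on ADAT-related tRNAs from one on C-ended codons in general. A larger relative rise at codons with a low WT occupancy may be a part of it, since the log2 fold change falls with the log2 WT occupancy of the other experiment (r = -0.520 and -0.417). With that line taken out, the NNC codons still exceeded the NNT codons by 0.21, in 8 of 8 ADAT-related families (exact two-sided sign-flip permutation test, p = 0.0078125, the smallest p possible). Low WT occupancy therefore does not account for all of the difference in these families. The 7 pairs outside them were not tested in this way. The mRNA levels that enter each occupancy come from libraries that do not show a lower *adat2* level under the label Si*adat2*. In these libraries the mRNA change falls with CBI (r = -0.217). An effect of this on NNC against NNT codons was not tested.

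*adat2* had 2.26 times the RPM in the accompanying libraries labelled Si*adat2* as in those labelled WT, as a ratio of means, and the change was not past the threshold of edgeR. The ratio rests mostly on replicate 2 of Si*adat2*, with 32.4 RPM, against 10.3 in replicate 1 and 8.32 and 10.6 in WT. Reads from the dsRNA transgene could add to the count, and the tables hold no read positions with which to test this, so the value of 2.26 cannot be told apart from it. An exchange of labels in these libraries would lower the amino acid biosynthesis genes, whose median log2 ratio was -0.27, and it is not ruled out by this test. The 519 genes higher and 767 lower in both kinds of mRNA-seq, against 335 and 260 called in opposite directions, go against it.

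All libraries were grown with the inducer QA, so the answer of the *qa* genes to it was not tested. In the independent mRNA-seq 6 of the 7 were lower in Si*adat2* with an adjusted p under 0.05 from limma, from -0.44 (*qa-2*) to -1.75 (*qa-1F*), and *qa-X* had -0.26 (adjusted p = 0.168). With quantile normalization *qa-1S* was not past the threshold (adjusted p = 0.0785), and with other settings of the fit some of the smaller changes were not either. All 7 were higher in the accompanying libraries labelled Si*adat2*, from 0.43 (*qa-4*) to 2.64 (*qa-1F*), with adjusted p from 3.217e-09 to 0.00691 in edgeR. The genes of mating type A (*matA-1*, *matA-2* and *matA-3*) were listed at 0 in all 4 independent libraries and had at most 2 reads in an accompanying one, so they give no check of the strains.

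Genes past 2-fold and listed at 0 in some library number 404. An assembled transcript that took the reads of the annotated one would explain those that are no longer past 2-fold the same way once both are summed, which were 28.2% of them, so most of these changes are not of this kind. Of the 86 genes at 0 in both libraries of one strain and at least 10 FPKM in both of the other, 73 remained at 0 in some library after summing.

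The strains are of opposite mating type and the dsRNA construct was integrated at *his-3*, so genes near these loci may differ through their background. Within 500 kb of the mating type genes 27.1% of the genes were past 2-fold, against 27.9% elsewhere (two-sided Fisher's exact test, p = 0.876). Within 500 kb of *his-3* the share was 19.7% against 28.1% (Fisher's exact test, p = 0.00474), which is lower, where a difference in background would give a higher share. Neither region is enriched for changed genes.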
